# Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis

**DOI:** 10.1038/s41420-022-01123-0

**Published:** 2022-07-19

**Authors:** Zhijie Li, Heming Wang, Junjin Zhu, Ning Nan, Yi Lin, Xuran Zhuang, Ling Li, Yamin Zhang, Pengyu Huang

**Keywords:** Apoptosis, Physiology

## Abstract

Acute liver failure (ALF) is a severe clinical syndrome characterized by massive death of hepatocytes in a short time, resulting in coagulopathy and hepatic encephalopathy, with a high mortality in patients without pre-existing liver disease. Effective treatment of ALF is currently limited to liver transplantation, highlighting the need for new target therapies. Here, we found that expression of hepatic tumor necrosis factor-like weak inducer of apoptosis (TWEAK) and its receptor tumor necrosis factor receptor superfamily member 12A (Tnfrsf12a) were significantly increased during ALF induced by thioacetamide (TAA) or acetaminophen (APAP). Inhibition of TWEAK/Tnfrsf12a axis markedly attenuated TAA or APAP-induced ALF. Moreover, our results demonstrated that TWEAK/Tnfrsf12a axis induced receptor-interacting protein kinase 1 (RIPK1)-dependent apoptosis of hepatocytes, instead of necroptosis or pyroptosis. Notably, hepatic TNFRSF12A and TWEAK levels were also significantly increased in liver biopsies from ALF patients. In summary, our results demonstrate that during ALF, TWEAK/Tnfrsf12a axis activates RIPK1 in hepatocytes, leading to RIPK1-dependent apoptosis and subsequent liver injury. Therefore, inhibition of either TWEAK/Tnfrsf12a axis or RIPK1-dependent apoptosis attenuates liver injury, providing a new potential therapeutic target for the treatment of ALF.

## Introduction

Acute liver failure (ALF) is characterized by massive necrosis of hepatocytes, resulting in severe liver dysfunction and sometimes death within hours or days [1]. ALF can be induced by an acute viral infection, drugs, or autoimmune hepatitis. Of these, acetaminophen (APAP) overdose is the leading cause of ALF in many developed countries because of its extensive use as an analgesic [2]. Currently, the molecular basis underlying ALF is largely unknown, and therapeutic options are very limited due to the lack of effective therapeutic targets. Thus, liver transplantation is often the only choice for patients with end-stage ALF. However, liver donors are in short supply, raising an urgent need for novel therapeutic approaches for ALF.

Here, we found that the expression of hepatic tumor necrosis factor-like weak inducer of apoptosis (TWEAK) and its receptor tumor necrosis factor receptor superfamily member 12A (Tnfrsf12a) significantly increased during thioacetamide (TAA) or APAP-induced ALF. TWEAK is a TNF superfamily cytokine that can activate the Tnfrsf12a receptor [3, 4]. Persistent TWEAK-Tnfrsf12a engagement or Tnfrsf12a overexpression contributes to acute ischemic stroke, rheumatoid arthritis, systemic lupus erythematosus, multiple sclerosis, and cancer [5, 6]. Recently, TWEAK/Tnfrsf12a axis was also reported to regulate necroptosis and contribute to acute kidney injury [7, 8]. However, the role of TWEAK/Tnfrsf12a axis during ALF remains unknown.

In this study, we found that inhibition of TWEAK/Tnfrsf12a axis significantly attenuated ALF induced by TAA or APAP. We additionally showed that TWEAK/Tnfrsf12a axis activated RIPK1, inducing RIPK1-dependent apoptosis of hepatocytes in vitro. Moreover, ALF induced by TAA or APAP could also be attenuated by either RIPK1 or pan-caspase inhibitors, and the role of necroptosis and pyroptosis were excluded using genetic approaches. Thus, hepatocytes undergo RIPK1-dependent apoptosis during ALF.

Notably, upregulation of hepatic TWEAK and TNFRSF12A levels was also observed in liver samples from ALF patients, suggesting a potential role for TWEAK/TNFRSF12A axis in human ALF patients. In summary, we demonstrate that ALF is driven by TWEAK/Tnfrsf12a axis through RIPK1-dependent apoptosis, providing a new therapeutic target for the treatment of ALF.

## Results

### Transcriptional changes in the livers of ALF mice

To explore the potential molecular basis of ALF and identify new therapeutic targets, we performed a full transcriptome sequencing analysis of liver samples from ALF mice induced by TAA or APAP toxicity and PBS-treated controls (Figs. 1A and S1A). 

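Livers of male mice were sequenced 24 h after treatment, with 2 livers in each of 4 groups. TAA, a compound that injures the liver, was given to fed mice at 200 mg/kg, and fed mice given PBS were its controls. APAP was given at 500 mg/kg to mice fasted overnight, whose fast went on for 6 h after the dose, and fasted mice given PBS were its controls. Alb, which encodes albumin and is made by hepatocytes, stood at 57516 ± 16811 CPM (TMM-normalized, SD, n = 2) in PBS livers and 49854 ± 26084 CPM (SD, n = 2) after TAA. It stood at 83690.0 ± 9427 CPM (SD, n = 2) in fasted PBS livers and 61757 ± 8174 CPM (SD, n = 2) after APAP. The authors deposited counts of reads per gene for the PBS and TAA livers and estimated counts, partly fractional and rounded to whole numbers before testing, for the fasted livers. Trim Galore, HISAT2 and featureCounts on GRCm38 (mm10) are named for all livers, with versions not given in the sources used here. Each model was compared with its own controls by edgeR's quasi-likelihood test after TMM normalization, over 16847 genes for TAA and 14794 genes for APAP, with Benjamini-Hochberg adjustment. A gene counted as a DEG at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, where the dashed lines of Fig. 1A stand. These settings, 52 lists of genes and the rule for which genes are named were fixed before the data were examined.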

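Sprr1a, which encodes a structural protein of stratified epithelia, was nearly silent in control livers and among the genes furthest raised in both models. It had 2709 and 2332 counts after TAA against 0 and 2 in PBS livers, and 1737 and 3729 counts after APAP against 3 and 0 in fasted PBS livers (adjusted p = 0.00150 and 0.00379 from edgeR's quasi-likelihood test). Nrep, a regulator of neuronal regeneration, fell after TAA from 60.4 ± 12.1 to 0.634 ± 0.0295 CPM (SD, n = 2 each), a log2 fold change of -6.57 (standard error 0.25, adjusted p = 0.00150). After APAP, Slc7a11, which imports cystine for glutathione synthesis, had 1279 and 2579 counts against 0 and 0, at least 1154-fold higher (floor of 3 counts over the group, adjusted p = 0.0173). Mmp10, a matrix metalloproteinase, had 737 and 1032 counts against 0 and 0, at least 529-fold higher (adjusted p = 1.2e-07). Atf3, a transcription factor of the stress response, had a log2 fold change of 8.45 (standard error 0.50, adjusted p = 3.3e-04) after APAP, or 7.70 and 9.77 without fasted PBS replicates 1 and 2. Keg1, a glycine N-acyltransferase-like gene, and Rgs16, a regulator of G protein signalling, fell after APAP by 5.37 and by 4.97 on the log2 scale (adjusted p = 6.1e-07 and 0.00250). In all, 1348 DEGs were higher and 1603 lower after TAA, and 2375 were higher and 2123 lower after APAP. The TAA comparison gave 324 higher and 432 lower DEGs without PBS replicate 1. It gave 100 and 157 without PBS replicate 2. Leaving out a liver also lowers the power of the test. Without a PBS liver, the spread between livers comes from the TAA pair alone. At an adjusted p under 0.05 with no fold threshold, 2031 of 16847 genes were higher and 2317 lower after TAA. After APAP, 4238 of 14794 were higher and 4070 lower. In all, 25.8% of tested genes were called after TAA and 56.2% after APAP, against which counts of a list are to be read. Of the genes past an adjusted p of 0.05, 46.7% were higher after TAA and 51.0% after APAP. Scaling livers to their library totals alone gave 63.4% and 61.9%, and moved the median of all genes by 0.21 and 0.18 on the log2 scale.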

Pathway analysis (KEGG) identified the top upregulated and downregulated signaling pathways during ALF (Fig. 1B). Of these, downregulated signaling pathways were mostly related to metabolism. However, apoptosis and inflammatory signaling pathways were upregulated in the ALF group. 

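Of the genes called for the cytoskeleton, the unfolded protein response and the heat shock response, more were higher than lower in both models. Of 43 tested genes of keratins, tubulins and the cytoskeleton, 29 were higher after TAA and none lower at an adjusted p under 0.05 (32 and none adjusted over the list alone). Of 39 tested after APAP, 22 were higher and 2 lower (22 and 2 adjusted over the list alone). Myh9, the heavy chain of non-muscle myosin, rose after TAA from 166 ± 4.60 to 600.4 ± 172 CPM (SD, n = 2 each), a log2 fold change of 1.85 (standard error 0.25, adjusted p = 0.00806). Tubb2a, a tubulin whose reads may be shared with its paralog Tubb2b, rose after APAP from 72.3 ± 7.07 to 748 ± 102 CPM (SD, n = 2 each), a log2 fold change of 3.37 (standard error 0.15, adjusted p = 1.6e-07). Hspa5, the main chaperone of the endoplasmic reticulum, had log2 fold changes of 1.33 after TAA and 2.49 after APAP (standard errors 0.21 and 0.16, adjusted p = 0.0112 and 1.6e-06). Those of Atf4, a transcription factor of the integrated stress response, were 1.23 and 1.60 (adjusted p = 0.0101 and 3.2e-06). Their list held 11 higher and 1 lower gene of 21 after TAA (11 and 1 adjusted over the list alone) and 16 higher and 2 lower of 22 after APAP (16 and 2). Hsp90aa1, a cytosolic chaperone, had log2 fold changes of 1.92 and 2.18 (adjusted p = 0.00304 and 9.5e-07). Of 12 heat shock genes, 6 were higher after TAA (6 adjusted over the list alone) and 9 after APAP (10), with none lower. Camera tests a list against all other genes. By it the 3 lists passed after TAA (adjusted p = 1.2e-20, 2.1e-05 and 3.3e-04 in the order named; 0.404, 0.404 and 0.542 with an estimated correlation between genes). They passed after APAP too (adjusted p = 3.5e-05, 1.3e-05 and 1.6e-05; 0.318, 0.318 and 0.358). In the TAA comparison, 13, 4 and 2 genes of these lists were higher without PBS replicate 1, and 4, 0 and 0 without PBS replicate 2. The adjusted p without these livers, in that order, was 0.0935 and 0.112 for Hspa5, 0.0682 and 0.0989 for Atf4, and 0.0756 and 0.0886 for Myh9. For Hsp90aa1 it was 0.0450 and 0.0543. Over all 52 lists, camera called 32 in each comparison, 15 higher and 17 lower. With the estimated correlation it called none, with 2 lists after TAA and 6 after APAP at an unadjusted p under 0.05. The lowest adjusted p of camera was then 0.404 for TAA and 0.318 for APAP. With 2 livers per group this form has few degrees of freedom, so it could hardly call any list and does not decide. Fisher's exact test called 32 and 33.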

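Genes of bile acid synthesis, of peroxisomes and of the degradation of branched-chain amino acids and tryptophan were mostly lower in both models. Cyp8b1, the sterol 12-alpha-hydroxylase of bile acid synthesis, fell after TAA from 409 ± 9.18 to 2.08 ± 1.21 CPM (SD, n = 2 each), a log2 fold change of -7.62 (standard error 0.49, adjusted p = 0.00246) from edgeR's quasi-likelihood test, or -8.38 without TAA replicate 2. Slco1b2, which takes bile acids and drugs up into hepatocytes, had log2 fold changes of -2.33 after TAA and -3.75 after APAP (adjusted p = 0.00369 and 1.2e-07). Cat, the catalase of peroxisomes, went from 3153 ± 555 to 926 ± 299 CPM (SD, n = 2 each) with TAA and from 2774 ± 247 to 709.8 ± 155 CPM (SD, n = 2 each) with APAP. The log2 fold changes were -1.77 and -1.97 (standard errors 0.31 and 0.17, adjusted p = 0.0152 and 8.7e-06). Of genes of bile acid synthesis and transport, 18 of 24 were lower after TAA and 23 of 24 after APAP (22 and 23 adjusted over the list alone). Of peroxisomal genes, 34 of 51 and 29 of 51 were lower (38 and 30). Of the degradation of valine, leucine and isoleucine it was 23 of 33 and 29 of 34 (26 and 30), and of tryptophan metabolism 14 of 18 and 17 of 18 (15 and 17). Among these genes only 11 peroxisomal genes after APAP were higher (12 adjusted over the list alone, where 2 of tryptophan metabolism were also higher after TAA). Pex11a, which divides peroxisomes, was one of the 11, with a log2 fold change of 1.94 (standard error 0.12, adjusted p = 8.6e-07). Camera gave the 4 lists adjusted p = 3.5e-13, 1.2e-13, 7.8e-10 and 4.6e-08 in that order after TAA (0.404, 0.404, 0.436 and 0.404 with the estimated correlation). After APAP it gave 1.6e-19, 0.00250, 8.4e-11 and 1.4e-13 (0.318, 0.503, 0.358 and 0.358). Cholesterol synthesis fell after APAP in 24 of 26 genes, with none higher (24 adjusted over the list alone) and a median log2 fold change of -2.46 (camera adjusted p = 1.8e-29; 0.318 with the estimated correlation). Sc5d, an enzyme of its last steps, had a log2 fold change of -3.08 (standard error 0.12, adjusted p = 8.7e-08). After TAA, 5 of 26 genes of this list were lower (5 adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.195; 0.834). With PBS replicate 1 left out, 6, 13, 5 and 4 genes of the 4 lists and 0 of cholesterol synthesis were lower after TAA. With PBS replicate 2 left out, it was 2, 4, 1 and 2, and 0 of cholesterol synthesis. Cat then had an adjusted p of 0.0721 and 0.109, and Slco1b2 one of 0.0440 and 0.0539. Cat is in the lists of peroxisomal genes and of tryptophan metabolism, so these lists are not independent.

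**Figure D1:**
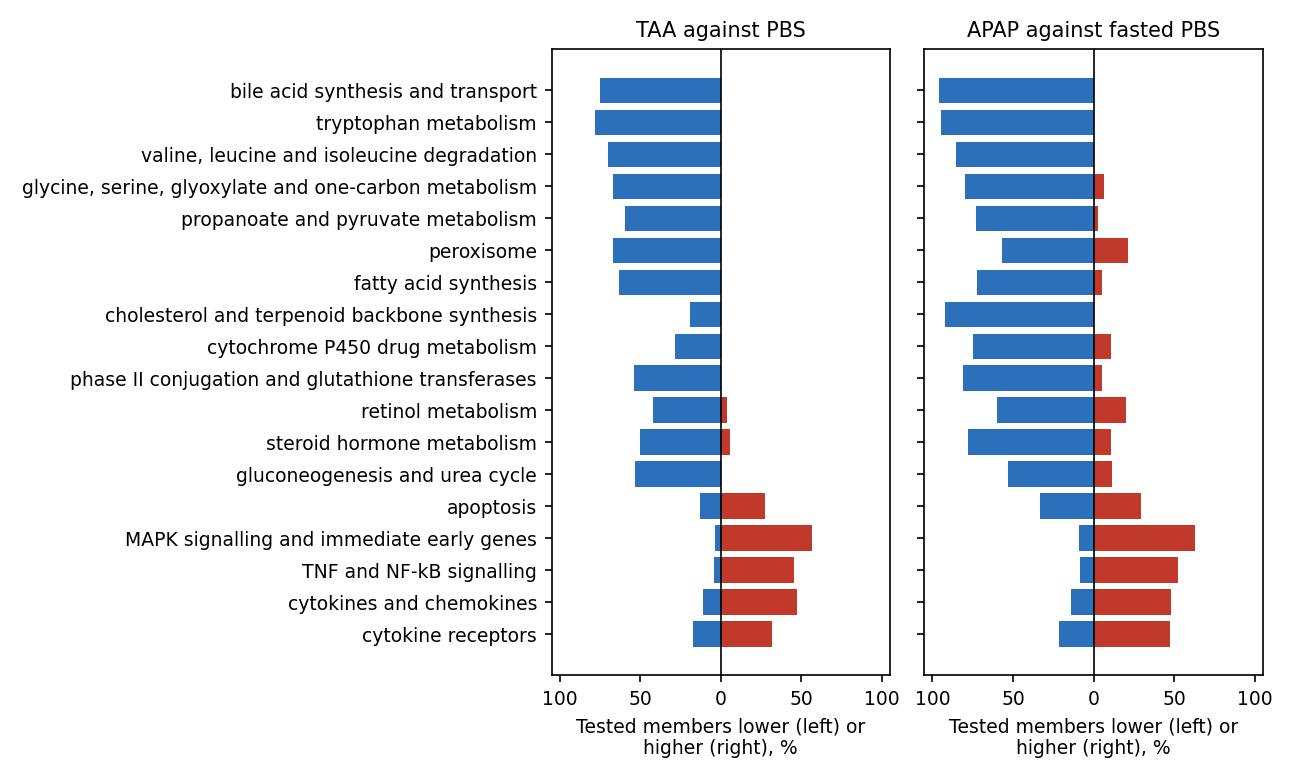
Share of tested genes of 18 lists that were lower (blue bars, left) or higher (red bars, right) at an adjusted p under 0.05, in percent, for TAA against PBS and APAP against fasted PBS. Bile acid genes were lower in 18 of 24 and 23 of 24 genes, and MAPK genes higher in 52 of 92 and 57 of 90. Over all tested genes, 25.8% were called after TAA and 56.2% after APAP, in either direction.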

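Tnfrsf1a, the receptor of TNF that can start apoptosis or NF-kB signalling, rose in both models, from 116 ± 6.12 to 195 ± 3.03 CPM (SD, n = 2 each) with TAA and from 72.2 ± 9.39 to 193 ± 1.80 CPM (SD, n = 2 each) with APAP. Its log2 fold changes were 0.76 and 1.42 (standard errors 0.15 and 0.12, adjusted p = 0.0201 and 8.5e-06 from edgeR's quasi-likelihood test). Mcl1, which holds mitochondrial apoptosis back, had a log2 fold change of 1.69 (standard error 0.14, adjusted p = 5.3e-06) after APAP. Lmna, a lamin that caspases cleave, had a log2 fold change of 1.87 (standard error 0.22, adjusted p = 0.00579) after TAA. Of 54 tested genes of apoptosis, 15 were higher and 7 lower after TAA (17 and 8 adjusted over the list alone). Of 51 tested after APAP, 15 were higher and 17 lower (15 and 17). Among all 14794 genes tested after APAP, 4238 were higher and 4070 lower, so the higher count of the list lies near the share of all genes. The median log2 fold change of this list was 0.03 after TAA and 0.04 after APAP. Camera gave adjusted p = 0.0728 and 0.235 (0.426 and 0.456 with the estimated correlation). Fisher's exact test for an excess of the list among the DEGs gave adjusted p = 1.4e-04 for the genes higher after TAA and 0.691 for the genes lower after APAP. Cxcl1, which draws neutrophils, had log2 fold changes of 3.36 after TAA and 1.99 after APAP (adjusted p = 0.00571 and 0.0433). Those of Cxcl12, which holds leukocytes in tissues, were -1.02 and -1.60 (adjusted p = 0.0161 and 3.6e-06). Of 36 tested genes of cytokines and chemokines, 17 were higher and 4 lower after TAA (19 and 4 adjusted over the list alone; camera adjusted p = 1.1e-05, or 0.436 with the estimated correlation). Of 29 tested after APAP, 14 were higher and 4 lower (14 and 4; camera adjusted p = 0.0726, or 0.572; Fisher adjusted p = 1.8e-04). A neutrophil marker near silent in fasted PBS passes the filter only by its counts in the APAP livers. This favours a rise among the tested markers. Neutrophil markers were higher after APAP in all 10 that the filter left of 18, with a median log2 fold change of 4.83 (10 adjusted over the list alone; camera adjusted p = 8.3e-07, or 0.318 with the estimated correlation). After TAA they split, 7 of 16 higher and 5 lower (7 and 5; camera adjusted p = 0.948, or 0.981), and 2, 0 and 3 were higher without PBS replicate 1, PBS replicate 2 and TAA replicate 1. Of markers of monocytes and infiltrating macrophages, 9 of 21 were higher and 1 lower after TAA (12 and 1 adjusted over the list alone; camera adjusted p = 4.6e-05, or 0.447 with the estimated correlation) and 10 of 20 higher and 1 lower after APAP, with a median of 0.60 (10 and 1; camera adjusted p = 0.00263, or 0.503). Their higher genes after TAA, those of monocytes and macrophages, numbered 2, 1 and 5 without PBS replicate 1, PBS replicate 2 and TAA replicate 1. Entry of cells and changes within cells cannot be told apart in whole liver. Leaving out PBS replicate 1 left 8 apoptosis genes and 7 cytokine genes higher after TAA, with an adjusted p of 0.111 for Tnfrsf1a, 0.0605 for Lmna and 0.0881 for Cxcl12. Leaving out PBS replicate 2 left 2 and 1, with 0.148, 0.0761 and 0.124 for these genes and 0.0521 for Cxcl1. After APAP, Cxcl1 had a log2 fold change of 2.62 without fasted PBS replicate 2, and an adjusted p of 0.160 without APAP replicate 1 and 0.174 without APAP replicate 2.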

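Egr1, an immediate early gene induced through MAPK signalling, rose after TAA from 34.3 ± 4.91 to 919 ± 363 CPM (SD, n = 2 each), a log2 fold change of 4.74 (standard error 0.37, adjusted p = 0.00304) from edgeR's quasi-likelihood test. Il1r1, the signalling receptor of interleukin 1, rose in both models, by 2.47 after TAA and 2.65 after APAP on the log2 scale (standard errors 0.28 and 0.14, adjusted p = 0.00562 and 4.7e-07). Socs3, an inhibitor of cytokine signalling that is induced by it, had a log2 fold change of 2.66 (standard error 0.19, adjusted p = 0.00278) after TAA. Mmp14, a membrane-bound matrix metalloproteinase, had a log2 fold change of 1.89 (standard error 0.12, adjusted p = 1.1e-06) after APAP. Ghr, the growth hormone receptor of hepatocytes, fell in both models, with log2 fold changes of -2.20 and -1.81 (adjusted p = 0.00309 and 1.4e-06). So did Lifr, the receptor of leukemia inhibitory factor, with -1.64 and -2.24 (adjusted p = 0.00941 and 1.4e-06). Egfr, the receptor of epidermal growth factor, had a log2 fold change of -2.09 (standard error 0.21, adjusted p = 1.1e-04) after APAP. Of MAPK signalling and immediate early genes, 52 of 92 were higher and 3 lower after TAA (59 and 4 adjusted over the list alone), and 57 of 90 higher and 8 lower after APAP (59 and 9). Of TNF and NF-kB signalling genes, 22 of 48 were higher and 2 lower after TAA (25 and 2 adjusted over the list alone), and 24 of 46 higher and 4 lower after APAP (24 and 4). Camera gave adjusted p = 4.2e-22 and 1.8e-10 for the MAPK list (0.404 and 0.358 with the estimated correlation). For the TNF list it gave 6.5e-09 and 6.2e-05 (0.404 and 0.358). The list of cytokine receptors held 13 higher and 7 lower of 41 genes after TAA (15 and 8 adjusted over the list alone) and 20 higher and 9 lower of 42 after APAP (20 and 9). Camera gave it adjusted p = 0.0559 and 0.245 (0.404 and 0.749 with the estimated correlation), and Fisher's exact test adjusted p = 0.00218 and 0.0454. Fisher's test ran only in the direction with more called genes, here higher, so the result chose its direction. When PBS replicate 1 was left out, 22, 13 and 4 genes of the MAPK, TNF and receptor lists were higher after TAA, and Lifr had an adjusted p of 0.0539. When PBS replicate 2 was left out, it was 12, 3 and 1, and Egr1, Il1r1 and Lifr had 0.0521, 0.0539 and 0.0801.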

Gene set enrichment analysis (GSEA) revealed a relatively high consistency with the KEGG results (Fig. 1C, D).

**Fig. 1:**
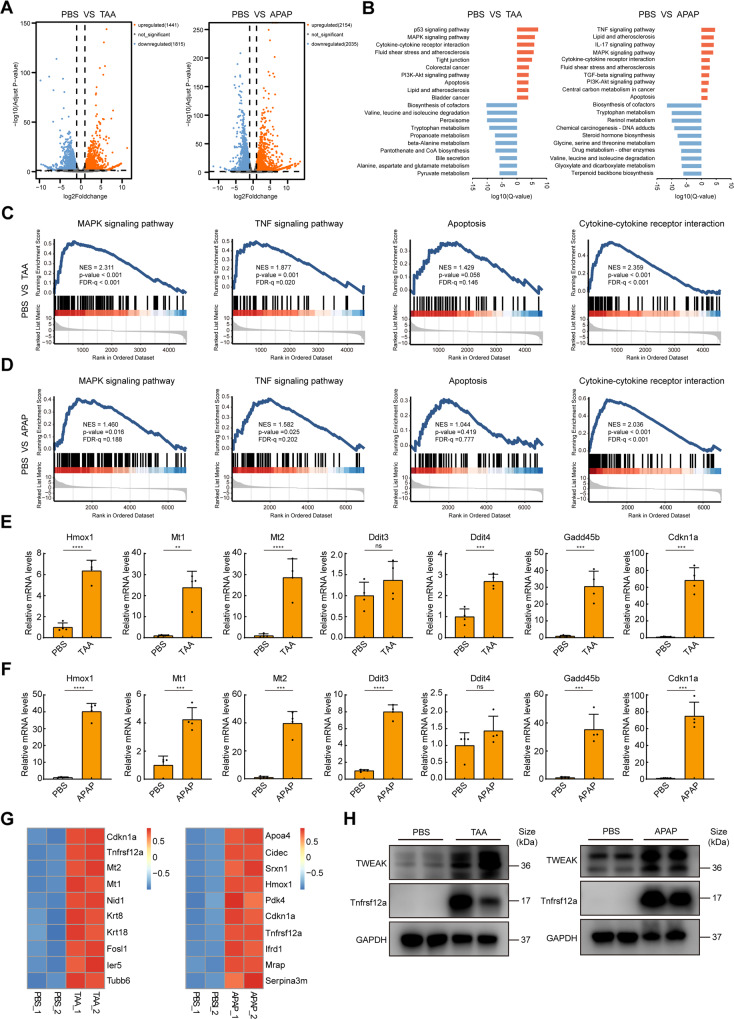
Transcriptome analysis of livers in murine ALF models. **A** Volcano plot indicating DEGs between normal mice and ALF mice, *n* = 2 for each group. **B** KEGG pathway analysis of DEGs showing the top pathways that are upregulated or downregulated during ALF. **C**, **D** GSEA analysis of MAPK, TNF, apoptosis, and cytokine-cytokine receptor interaction signaling pathways. **E**, **F** qPCR analysis of indicated mRNA levels in livers of PBS-treated mice and ALF mice (*n* = 4; mean ± s.d.). *P* values were determined by Student’s *t* test (**P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant). **G** Heatmap showing top list out of commonly upregulated genes between TAA or APAP-induced ALF. **H** Expression of TWEAK and Tnfrsf12a of whole liver lysates from PBS-treated controls and ALF mice, *n* = 2 for each group. GAPDH was used for normalization.

Considering that cell death and inflammation are the leading cause of ALF, we next analyzed differentially expressed genes (DEGs) that were commonly upregulated in these murine ALF models. 

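Genes raised by TAA and genes raised by APAP overlapped. Among 13812 genes tested in both comparisons, 1117 DEGs were higher after TAA, 1966 were higher after APAP and 678 were higher after both. Independent lists of these sizes would share 159, so the overlap was 4.26 times as large. Plin2, which coats lipid droplets, was one of them, with log2 fold changes of 1.26 after TAA and 3.47 after APAP (adjusted p = 0.0201 and 6.2e-07 from edgeR's quasi-likelihood test). Another was Cd14, the co-receptor of lipopolysaccharide on monocytes and macrophages, with 2.93 and 4.53 (adjusted p = 0.00232 and 4.8e-06). Clec2h, a C-type lectin gene, and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, were among 879 genes lower after both, against 216 for independent lists. Clec2h had log2 fold changes of -4.92 and -5.15 (adjusted p = 0.00309 and 2.9e-05), and Cyp7a1 of -5.42 and -5.16 (adjusted p = 0.0324 and 1.5e-08). Without replicates 1 and 2 of the treated livers, Cyp7a1 had -4.53 and -8.17 after TAA and Clec2h -6.32 and -4.46 after APAP. With library totals only, 968 genes were higher and 617 lower after both, so the balance of higher and lower turns with the scaling. Genes with opposite changes were fewer, with 20 higher after TAA and lower after APAP and 28 the other way. Sorbs2, an adaptor of the actin cytoskeleton, was one of the former (1.35 and -1.59) and Alas1, the first enzyme of heme synthesis, one of the latter (-1.92 and 3.11). Across the genes tested in both, which are not independent replicates, the log2 fold changes of the 2 models had a Pearson correlation of 0.634 and 73.1% had the same sign. By their labels, the 2 comparisons share no livers. Omitting PBS replicate 1 gave 223 genes higher and 312 lower after both, with an adjusted p after TAA of 0.102 for Cyp7a1 and 0.116 for Plin2. Omitting PBS replicate 2 gave 72 and 118, with 0.108 for Cyp7a1 and 0.0759 for Plin2.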

DEGs analysis identified 660 commonly upregulated genes between TAA and APAP group (Fig. S1B). Among these genes, expression of heme oxygenase 1 (Hmox1), metallothionein 1 (Mt1), and metallothionein 2 (Mt2) were significantly upregulated, suggesting acute oxidative stress response during ALF (Fig. 1E, F). Moreover, the expression of genes related to DNA damage and cell cycle arrest (such as DNA-damage-inducible transcript 3 (Ddit3), DNA-damage-inducible transcript 4 (Ddit4), growth arrest and DNA-damage-inducible 45 beta (Gadd45b) and cyclin-dependent kinase inhibitor 1A (Cdkn1a)) were increased (Fig. 1E, F). In addition, a variety of cytokines and chemokines (tumor necrosis factor α (TNF-α), interleukin 6 (IL-6), interleukin 1 beta (IL-1β), chemokine (C-C motif) ligand 2 (Ccl2) and chemokine (C-X-C motif) ligand 2 (Cxcl2)) were also elevated in ALF groups, indicating increased immune cell infiltration and intense immune response (Fig. S1C–F).

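Hmox1, which breaks heme down to biliverdin and lies on chromosome 8 from 75093621 to 75100589 of GRCm38, rose from 40.6 ± 5.72 to 341 ± 79.2 CPM (SD, n = 2 each) with TAA and from 10.3 ± 0.716 to 307 ± 25.9 CPM (SD, n = 2 each) with APAP. These are log2 fold changes of 3.07 (standard error 0.24, adjusted p = 0.00304 from edgeR's quasi-likelihood test) and 4.90 (standard error 0.14, adjusted p = 2.5e-08). Mt1, a metallothionein that binds zinc and copper, rose from 122 ± 10.0 to 1763 ± 78.2 CPM (SD, n = 2 each) with TAA and from 115 ± 42.0 to 2862 ± 137 CPM (SD, n = 2 each) with APAP. Its log2 fold changes were 3.85 and 4.63 (standard errors 0.22 and 0.28, adjusted p = 0.00213 and 2.4e-05). Its neighbour Mt2 rose from 66.3 ± 6.43 to 1648 ± 203 CPM (SD, n = 2 each) and from 54.6 ± 32.3 to 1702 ± 31.1 CPM (SD, n = 2 each). Its log2 fold changes were 4.63 and 4.96 (standard errors 0.24 and 0.61, adjusted p = 0.00213 and 0.00949). Gm45774, annotated antisense to Mt2, also rose after TAA, with a log2 fold change of 5.88 (standard error 0.25, adjusted p = 0.00150). Reads of the pair may have been shared, since the sources used here do not state whether counting used the strand. Txnrd1, the cytosolic thioredoxin reductase, had log2 fold changes of 1.24 and 2.65 (adjusted p = 0.0233 and 2.5e-07). Sqstm1, an autophagy receptor under NRF2 control, had a log2 fold change of 2.21 (standard error 0.13, adjusted p = 6.7e-07) after APAP. Of NRF2 targets and antioxidant enzymes, 9 of 25 were higher and 2 lower after TAA (10 and 2 adjusted over the list alone), and 12 of 24 higher and 4 lower after APAP (12 and 4). Camera gave this list adjusted p = 0.00140 and 1.6e-05 (0.542 and 0.413 with the estimated correlation). Of this list, 5 genes were higher after TAA without PBS replicate 1, where Txnrd1 had an adjusted p of 0.0880. Without PBS replicate 2 it was 1, and Txnrd1 and Hmox1 had 0.153 and 0.0539. After APAP, Mt2 had a log2 fold change of 5.71 without fasted PBS replicate 2, and an adjusted p of 0.0731 without APAP replicate 1 and 0.0697 without APAP replicate 2.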

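Cdkn1a, the cell cycle inhibitor p21 on chromosome 17, rose from 2.95 ± 0.602 to 226 ± 19.5 CPM (SD, n = 2 each) with TAA and from 3.55 ± 0.536 to 202 ± 37.5 CPM (SD, n = 2 each) with APAP. Its log2 fold changes were 6.26 and 5.84 (standard errors 0.24 and 0.19, adjusted p = 0.00150 and 5.5e-08 from edgeR's quasi-likelihood test). Gadd45b, a growth arrest gene that binds stress kinases, had log2 fold changes of 5.61 and 4.30 (standard errors 0.38 and 0.42, adjusted p = 0.00281 and 0.00154), the second 3.74 and 5.10 without fasted PBS replicates 1 and 2. Ddit3, the transcription factor CHOP, rose from 5.79 ± 1.13 to 29.0 ± 5.33 CPM (SD, n = 2 each) and from 5.90 ± 0.901 to 55.4 ± 7.78 CPM (SD, n = 2 each). Its log2 fold changes were 2.33 and 3.22 (adjusted p = 0.00435 and 2.7e-07). Ddit4, an inhibitor of mTORC1, rose after TAA from 3.18 ± 0.469 to 50.5 ± 9.45 CPM (SD, n = 2 each), a log2 fold change of 3.99 (standard error 0.23, adjusted p = 0.00213). In the APAP comparison Ddit4 stood at 16.3 ± 2.53 CPM (SD, n = 2) in fasted PBS livers and 15.3 ± 0.965 CPM (SD, n = 2) after APAP, a log2 fold change of -0.09 (standard error 0.15, adjusted p = 0.644). Btg2, an antiproliferative p53 target, had a log2 fold change of 2.99 (standard error 0.24, adjusted p = 0.00309) after TAA. Mdm2, which degrades p53, had a log2 fold change of 1.54 (standard error 0.13, adjusted p = 7.2e-06) after APAP. Of 27 p53 targets, 19 were higher and 1 lower after TAA (19 and 3 adjusted over the list alone), and 9 higher and 4 lower after APAP (9 and 3). Camera gave adjusted p = 1.2e-12 and 0.00263 (0.404 and 0.358 with the estimated correlation). Of 20 genes of the DNA damage response and growth arrest, 9 were higher and none lower after TAA (9 and 1 adjusted over the list alone; camera adjusted p = 1.6e-07, or 0.404 with the estimated correlation). After APAP, 6 were higher and 5 lower (6 and 5; camera adjusted p = 0.00385, or 0.358). There the median log2 fold change was -0.12 although the mean was 0.86 and the test ran upward. Atm, the kinase that senses double-strand breaks, was one of the 5, with a log2 fold change of -1.89 (standard error 0.25, adjusted p = 1.6e-04). Of all 14794 genes tested after APAP, 4238 were higher, so the higher counts of both lists after APAP lie near the share of all genes. After TAA, 9 and 5 genes of the 2 lists were higher without PBS replicate 1. It was 4 and 4 without PBS replicate 2, where Ddit3 had an adjusted p of 0.0543.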

Moreover, the top list of commonly upregulated genes in these ALF models were shown in the heatmap (Fig. 1G). 

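Other genes named in Fig. 1G and higher in both models were Nid1, Krt8, Krt18, Fosl1, Ier5, Tubb6, Apoa4, Cidec, Srxn1, Pdk4, Ifrd1, Mrap and Serpina3m. Krt8 and Krt18, the paired keratins of hepatocytes, rose from 225 ± 22.4 to 2849 ± 163 CPM and from 177 ± 26.0 to 2282 ± 166 CPM (SD, n = 2 each) with TAA. Their log2 fold changes were 3.66 and 3.69 (standard errors 0.23 and 0.24, adjusted p = 0.00232 and 0.00246 from edgeR's quasi-likelihood test) and 1.68 and 1.25 after APAP (adjusted p = 2.4e-06 and 9.5e-06). Apoa4, an apolipoprotein induced when liver lipid accumulates, and Cidec, a protein that enlarges lipid droplets, had log2 fold changes of 1.90 and 2.76 after TAA and 6.93 and 6.39 after APAP (adjusted p = 0.00390 and 0.0196, then 1.5e-08 and 1.5e-08). Apoa4 reached 11636 ± 1224 CPM (SD, n = 2) after APAP, against 95.7 ± 8.23 CPM (SD, n = 2) in fasted PBS livers. Pdk4, which restrains pyruvate dehydrogenase, had log2 fold changes of 4.62 and 6.19 (adjusted p = 0.00281 and 3.8e-06). Those of Srxn1, which repairs peroxiredoxins, were 2.74 and 4.53 (adjusted p = 0.00668 and 3.9e-08). Fosl1, a subunit of the transcription factor AP-1, had a log2 fold change of 7.81 (standard error 0.50, adjusted p = 0.00251) after TAA. It had 246 and 324 counts after APAP against 0 and 0, at least 170.5-fold higher (floor of 3 counts over the group, adjusted p = 7.8e-07). Ier5, an immediate early gene, and Tubb6, a beta-tubulin, had log2 fold changes of 3.95 and 3.72 after TAA (adjusted p = 0.00184 and 0.00166) and 4.32 and 3.91 after APAP (adjusted p = 9.8e-08 and 3.9e-08). Nid1 is a basement membrane protein, Ifrd1 a transcriptional co-regulator, Mrap a carrier of the ACTH receptor to the cell surface, and Serpina3m a protease inhibitor of a multi-copy cluster. In that order they had log2 fold changes of 3.73, 2.46, 2.07 and 1.97 after TAA (adjusted p = 0.00163, 0.00213, 0.00519 and 0.00519) and 1.88, 4.51, 3.60 and 3.13 after APAP (adjusted p = 1.2e-05, 2.3e-07, 7.3e-08 and 1.4e-07). After TAA, Fosl1 had log2 fold changes of 9.27 and 7.12 without PBS replicates 1 and 2, and Cidec 2.02 without TAA replicate 2. In the TAA comparison without PBS replicate 1, the adjusted p was 0.0528, 0.105, 0.0567 and 0.0605 for Apoa4, Cidec, Mrap and Serpina3m. Without PBS replicate 2 it was 0.0637, 0.0859, 0.0674 and 0.0743 for these genes, 0.0501 for Krt8 and 0.0591 for Srxn1.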

Besides Cdkn1a mentioned above, we also found TNF superfamily receptor Tnfrsf12a was among these. 

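Tnfrsf12a, the receptor of TWEAK, lies on chromosome 17 from 23675445 to 23677468 of GRCm38. It rose from 4.54 ± 0.481 to 222 ± 24.9 CPM (SD, n = 2 each) with TAA, or 48.8-fold, a log2 fold change of 5.61 (standard error 0.20, adjusted p = 0.00150) from edgeR's quasi-likelihood test. With APAP it rose from 4.46 ± 0.221 to 124 ± 1.48 CPM (SD, n = 2 each), or 27.7-fold, a log2 fold change of 4.79 (standard error 0.12, adjusted p = 1.5e-08). Tnfsf12, which encodes TWEAK, stood at 15.2 ± 3.90 CPM (SD, n = 2) in PBS livers and 10.5 ± 0.346 CPM (SD, n = 2) after TAA, a log2 fold change of -0.54 (standard error 0.23, adjusted p = 0.144). It stood at 6.14 ± 0.787 CPM (SD, n = 2) in fasted PBS livers and 6.35 ± 0.156 CPM (SD, n = 2) after APAP, a log2 fold change of 0.05 (standard error 0.20, adjusted p = 0.859). Map3k14, the NF-kB inducing kinase downstream of the receptor, had log2 fold changes of 0.85 and 1.95 (standard errors 0.20 and 0.29, adjusted p = 0.0308 and 3.2e-04). Birc3, an inhibitor of apoptosis protein that binds the receptor's adaptor, had a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.00343) after APAP. Of 13 genes of the TWEAK/Tnfrsf12a axis, 3 were higher and none lower after TAA (5 and none adjusted over the list alone; camera adjusted p = 0.0240, or 0.404 with the estimated correlation). After APAP, 3 were higher and 1 lower (3 and 1; camera adjusted p = 0.128, or 0.503). Of the axis, Tnfrsf12a alone passed after TAA without PBS replicate 1 or PBS replicate 2, with an adjusted p of 0.0409 and 0.0440. Map3k14 had 0.153 and 0.131. From the place of Tnfrsf12a among the genes raised in both models, its activation by TWEAK, earlier reports of the axis in necroptosis and acute kidney injury, and its unknown role in ALF, the paper reasons to an examination of the TWEAK/Tnfrsf12a axis in ALF.

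**Figure D2:**
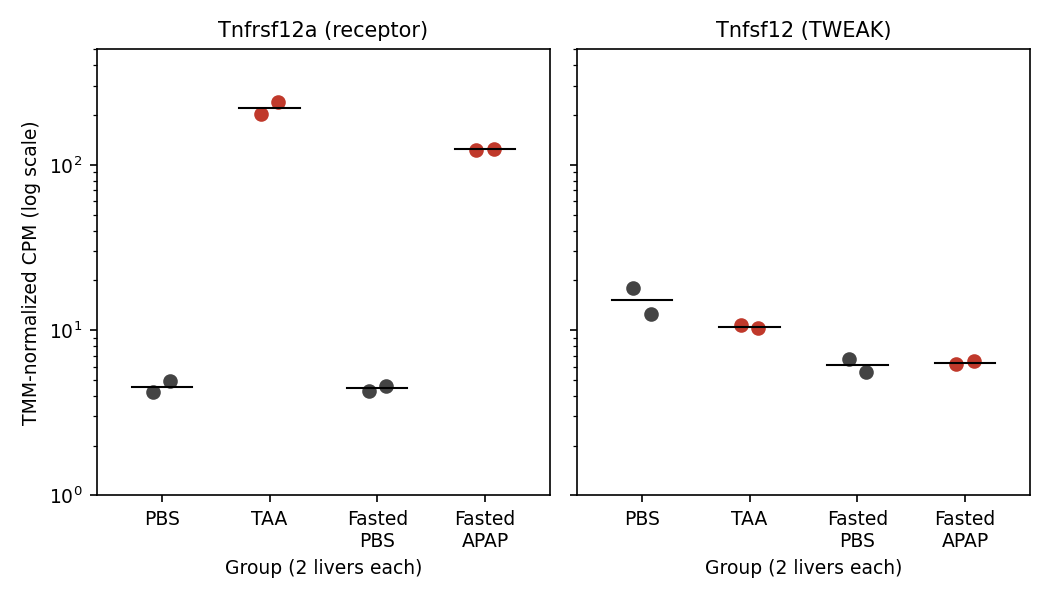
Expression of Tnfrsf12a and Tnfsf12 in each liver, in TMM-normalized CPM on a log axis, with points for single livers and lines for group means. Tnfrsf12a means lie at 4.54 and 4.46 in the 2 control groups and at 222 and 124 after TAA and APAP, and Tnfsf12 means at 15.2 and 6.14 against 10.5 and 6.35.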

Tnfrsf12a is TNF receptor family member that is activated by the cytokine TWEAK, a typical member of the TNF ligand family [3, 4]. Recently, TWEAK/Tnfrsf12a axis was reported to regulate necroptosis and contribute to acute kidney injury [7, 8]. However, the role of TWEAK/Tnfrsf12a axis during ALF remains unknown. Therefore, we next assessed the involvement of TWEAK/Tnfrsf12a axis during ALF. The expression of hepatic TWEAK and Tnfrsf12a were significantly upregulated following TAA or APAP treatment (Fig. 1H), and serum level of TWEAK was also elevated compared to PBS-group (Fig. S1E–F), suggesting a potential role for TWEAK/Tnfrsf12a axis during ALF. In summary, these findings demonstrate that oxidative stress, DNA damage, and inflammation are induced during ALF, and the TWEAK/Tnfrsf12a axis might play a role in the pathogenesis of ALF.

### Inhibition of TWEAK/Tnfrsf12a axis attenuates ALF induced by TAA or APAP

To investigate whether TWEAK/Tnfrsf12a axis was involved in the pathogenesis of ALF, we used L524-0366 [9] and aurintricarboxylic acid [10] (two specific inhibitors of TWAEK/Tnfrsf12a axis) to explore the role of TWEAK/Tnfrsf12a axis during ALF. Mice were pretreated with the inhibitors or vehicle buffer prior to TAA or APAP administration. Sterilized PBS alone was used as the negative control. Besides, to avoid the protective effects of DMSO for APAP [11, 12], inhibitors were formulated in PEG400. Compared to the vehicle control group, pretreatment with L524-0366 or aurintricarboxylic acid significantly inhibited ALF (Fig. 2A, B). Histologically, the hepatic lobules exhibited centrilobular necrosis with hemorrhage after TAA or APAP administration. However, liver damage area was markedly reduced in the presence with L524-0366 or aurintricarboxylic acid (Fig. 2C–F). Moreover, mice pretreated with L524-0366 or aurintricarboxylic acid also exhibited lower serum ALT and AST than the vehicle control group (Fig. 2G, H). In addition, percentage of TUNEL staining cells in L524-0366- or aurintricarboxylic acid-pretreated mice were also decreased compared to the vehicle group, suggesting less DNA damage (Fig. 2I–L). Despite a significant protective effect of DMSO against APAP-induced liver injury, we still observed that pretreatment with L524-0366 or aurintricarboxylic acid dissolved in 2% DMSO significantly attenuated liver injury induced by APAP compared to the vehicle control group (Fig. S4A–D). In summary, these results demonstrate that TWEAK/Tnfrsf12a axis plays a crucial role in the pathogenesis of ALF, and inhibition of TWEAK/Tnfrsf12a axis has a protective effect against ALF.

**Fig. 2:**
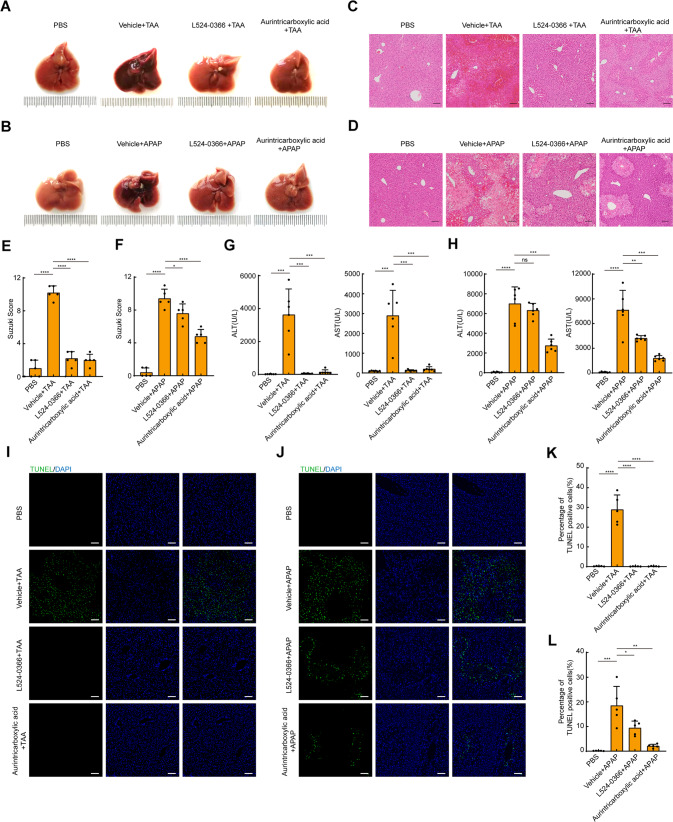
Inhibitors of TWEAK/Tnfrsf12a axis attenuates ALF induced by TAA or APAP. **A**, **B** Representative macroscopic appearance of livers at 24 h following TAA or APAP treatment in the presence or absence of TWEAK/Tnfrsf12a axis inhibitors. **C**, **D** Representative H&E-stained liver sections. Scale bars, 100 μm. **E**, **F** Suzuki score of H&E-stained liver sections (*n* = 5; mean ± s.d.). *P* values were determined by Student’s *t* test (*P < 0.05; ****P < 0.0001). **G**, **H** Serum levels of ALT and AST(U/L) (*n* = 6; mean ± s.d.). *P* values were determined by Student’s *t* test (**P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant). **I**, **J** Representative TUNEL-stained liver sections. Scale bars, 100 μm. **K**, **L** Percentage of TUNEL positive cells in liver sections (*n* = 5; mean ± s.d.). *P* values were determined by Student’s *t* test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). All experiments were repeated at least two times.

### TWEAK/Tnfrsf12a axis induces RIPK1-dependent apoptosis of hepatocytes in a proinflammatory environment

To explore the molecular mechanism by which TWEAK/Tnfrsf12a axis mediated ALF, we next treated isolated primary hepatocytes with TWEAK. However, treatment with TWEAK did not contribute to any morphological changes of hepatocytes (Fig. 3A). The inflammatory cytokine TWEAK has been reported to induce cell death through RIPK1 in a proinflammatory environment [13], but whether this cellular response exists in the liver remains unknown. Thus, we additionally treated hepatocytes with TNFα. Although treatment with TNFα alone had no effects on hepatocytes, TWEAK and TNFα synergistically induced cell death of hepatocytes with canonical apoptosis morphology (Fig. 3A). Nec-1s [14], zVAD [15] or emricasan [16] (effective inhibitors for RIPK1 and caspase, respectively) inhibited cell death induced by TWEAK/TNFα (Fig. 3A, B). Consistent with the previous results, activation of caspase-3 and Annexin-V were also observed by fluorescence staining (Fig. 3C, D). Notably, treatment with zVAD or emricasan did not switch apoptosis to necroptosis in hepatocytes. Phosphorylation of RIPK1 was used as a marker of activation. RIPK1 phosphorylation was induced following TWEAK/TNFα treatment and significantly upregulated in the presence of zVAD or emricasan, but was not observed with Nec-1s (Fig. 3E). Nevertheless, such highly phosphorylation of RIPK1 did not induce necroptosis in hepatocytes in the presence of pan-caspase inhibitors. In addition, Nec-1s, zVAD, and emricasan prevented caspase-8, caspase-3, and PARP processing, but neither zVAD nor emricasan inhibited RIPK1 phosphorylation, indicating that TWEAK/TNFα-induced RIPK1 activation upstream of caspase-8, caspase-3, and PARP processing (Fig. 3E). Thus, hepatocytes undergo RIPK1-dependent apoptosis following TWEAK/TNFα treatment. Notably, similar results were also observed in vivo (Fig. 3F, G). Besides, KEGG and GSEA analysis also suggested that apoptosis was induced in the pathogenesis of ALF (Fig. 1B–D). 

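Casp6, which encodes caspase 6, was lower in both models at the level of mRNA. It fell from 27.7 ± 2.64 to 12.5 ± 1.17 CPM (SD, n = 2 each) with TAA and from 26.5 ± 2.56 to 11.5 ± 1.26 CPM (SD, n = 2 each) with APAP. Its log2 fold changes were -1.15 and -1.20 (standard errors 0.17 and 0.14, adjusted p = 0.00966 and 7.0e-05 from edgeR's quasi-likelihood test). Casp9, the initiator caspase of the mitochondrial pathway, had a log2 fold change of -0.97 (standard error 0.25, adjusted p = 0.0397) after TAA. Casp8 went the other way after APAP, with log2 fold changes of -0.03 after TAA and 1.11 after APAP (adjusted p = 0.888 and 5.4e-05). Those of Parp1 were -0.06 and -1.32 (adjusted p = 0.771 and 1.5e-04). Bcl2l1, which encodes the antiapoptotic Bcl-xL, had log2 fold changes of 1.04 after TAA and 1.22 after APAP (adjusted p = 0.0418 and 2.0e-05). In Reactome's apoptosis set, 21 of 139 tested genes were higher and 17 lower after TAA, and 50 of 135 higher and 31 lower after APAP. Of all genes tested, 2031 of 16847 were higher and 2317 lower after TAA, and 4238 of 14794 higher and 4070 lower after APAP. The set's share of higher genes after APAP, 37.0%, was thus above that of all genes, and no exact test was run on it. Camera, a competitive test over all genes, gave p = 0.416 and 0.214 (0.664 and 0.518 with the estimated correlation). Without PBS replicate 1 or 2 in the TAA comparison, the adjusted p was 0.0604 and 0.0863 for Casp6 and 0.125 and 0.184 for Casp9. With PBS replicate 2, TAA replicate 1 or TAA replicate 2 left out it was 0.123, 0.0853 and 0.131 for Bcl2l1. Casp9 had 0.0680 without TAA replicate 1.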

Taken together, these data suggest that TWEAK/Tnfrsf12a axis activates RIPK1 and induces RIPK1-dependent apoptosis of hepatocytes in a proinflammatory environment.

**Fig. 3:**
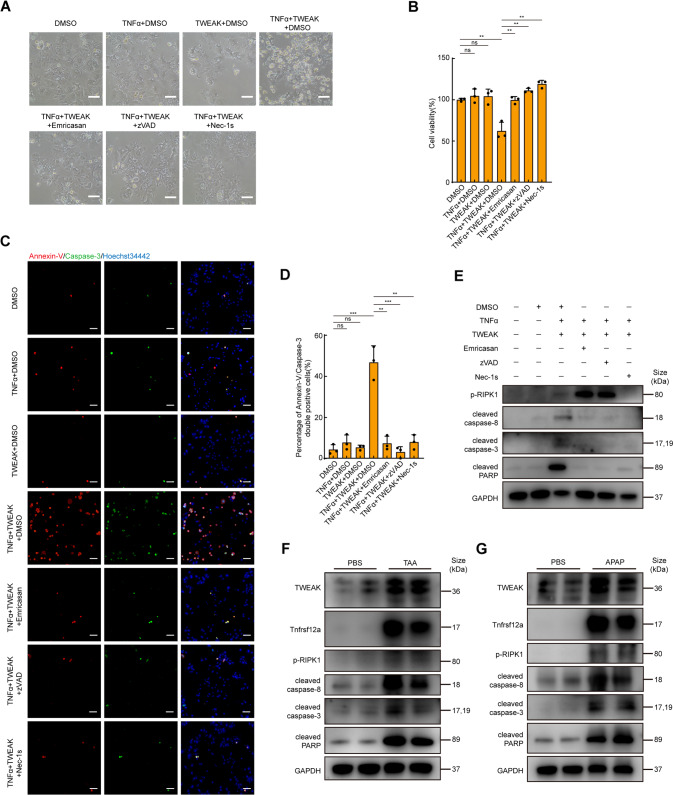
TWEAK/Tnfrsfs12a axis induces RIPK1-dependent apoptosis in a proinflammatory environment in hepatocytes. **A** Morphology of hepatocytes following TWEAK and TNFα stimulation at 24 h in the presence or absence of cell death inhibitors. Scale bar, 100 μm. **B** Quantification of cell viability of **A** (*n* = 3; mean ± s.d.). *P* values were determined by Student’s *t* test (**P < 0.01; ns, not significant). **C** Assessment of Annexin-V/Caspase-3 double positive cells stimulated following TWEAK and TNFα stimulation at 24 h. Scale bar, 100 μm. **D** Percentage of Annexin-V/Caspase-3 double positive cells of C (*n* = 3; mean ± s.d.). *P* values were determined by Student’s *t* test (**P < 0.01; ***P < 0.001; ns, not significant). **E** Expression of phospho-RIPK1 (p-RIPK1), cleaved caspase-8, cleaved caspase-3, and cleaved PARP of hepatocytes were analyzed with corresponding antibodies following TWEAK and TNFα stimulation at 12 h. GAPDH was used for normalization. **F**, **G** Immunoblotting analysis of whole liver lysates following TAA or APAP treatment at 24 h with corresponding antibodies, *n* = 2 per group. GAPDH was used for normalization. All experiments were repeated at least two times.

### Inhibition of RIPK1 kinase activity prevents ALF induced by TAA or APAP

Activation of RIPK1 has been implicated during ALF [17–20], and our results suggested that TWEAK/Tnfrsf12a axis mediated ALF through RIPK1 activation. Therefore, we next investigated whether inhibition of RIPK1 could protect against ALF in these models. Mice were pretreated with Nec-1s for one hour and then induced ALF with TAA or APAP treatment. As expected, the macroscopic appearance of the liver showed dark red discoloration of the parenchyma in the vehicle control group, suggesting coagulation during ALF. However, pretreatment with Nec-1s rescued these pathological symptoms, suggesting an involvement of RIPK1 kinase activity in the pathogenesis of ALF (Fig. 4A, B). Histological changes in the liver were assessed by H&E. The hepatic lobules exhibited obvious centrilobular necrosis with hemorrhage after TAA or APAP treatment. In contrast, liver damage was significantly inhibited in the Nec-1s-pretreated group (Fig. 4C, D, G, H). In addition, serum levels of ALT and AST were decreased in the Nec-1s-pretreated group compared to the vehicle control group (Fig. 4E, F). DNA damage in the liver was detected by TUNEL staining. The percentage of TUNEL-positive cells in the Nec-1s-pretreated group was also lower than the vehicle control group (Fig. 4I–L). Similarly, Nec-1s dissolved in 2% DMSO also exhibited a protective effect against APAP compared to the vehicle control group (Fig. S4E–H). Altogether, these data provide powerful support for a critical role of RIPK1 in the pathogenesis of ALF.

**Fig. 4:**
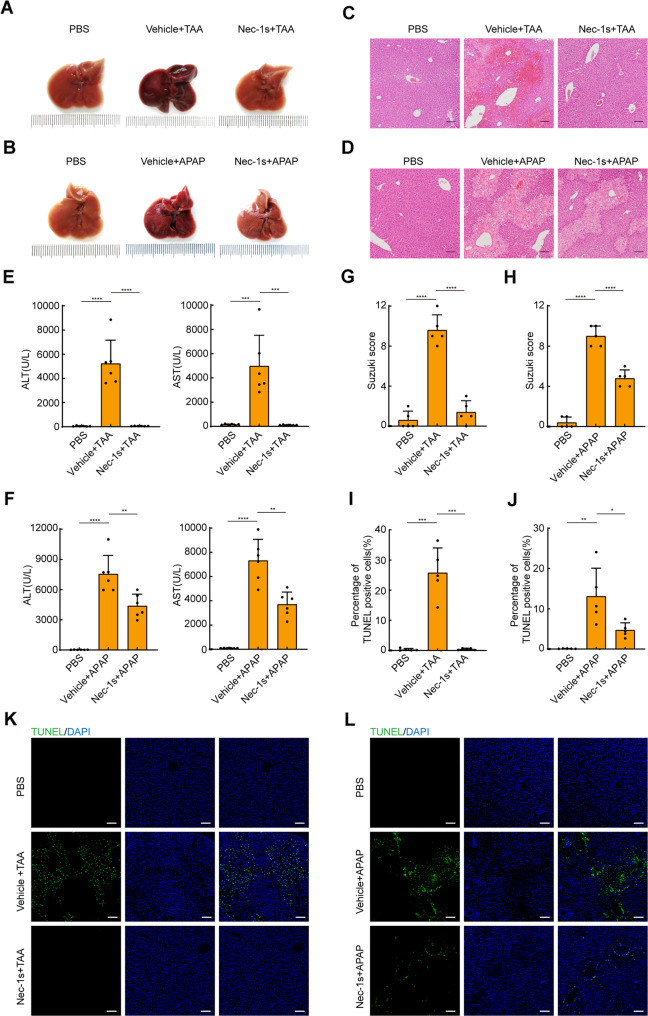
Nec-1s protects mice against ALF induced by TAA or APAP. **A**, **B** Representative macroscopic appearance of livers at 24 h following TAA or APAP treatment in the presence or absence of Nec-1s. **C**, **D** Representative H&E-stained liver sections. Scale bars, 100 μm. **E**, **F** Serum levels of ALT and AST(U/L) (*n* = 6; mean ± s.d.). *P* values were determined by Student’s *t* test (**P < 0.01; ***P < 0.001; ****P < 0.0001). **G**, **H** Suzuki score of H&E-stained liver sections (*n* = 5; mean ± s.d.). *P* values were determined by Student’s *t* test (****P < 0.0001). **I**, **J** Percentage of TUNEL positive cells in liver sections (*n* = 5; mean ± s.d.). *P* values were determined by Student’s *t* test (*P < 0.05; **P < 0.01; ***P < 0.001). **K**, **L** Representative TUNEL-stained liver sections. Scale bars, 100 μm. All experiments were repeated at least two times.

### RIPK3 or MLKL deficiency does not protect against ALF induced by TAA or APAP

RIPK1 is a crucial upstream regulator of necroptosis, which is mediated by the RIPK1-RIPK3-MLKL signaling pathway [21]. Necroptosis has been implicated in many diseases ranging from ischemia/reperfusion injuries to Alzheimer’s disease [22]. Our results showed that pharmaceutical inhibition of RIPK1 exhibited great protective effects against ALF induced by TAA or APAP, raising the possibility that necroptosis was involved in the pathogenesis of ALF. Thus, to investigate whether RIPK1 regulated ALF through RIPK1-RIPK3-MLKL-dependent necroptosis, we treated RIPK3 knockout mice and their strain-matched controls with TAA or APAP, respectively (Fig. S7A). However, macroscopic appearance revealed that RIPK3 knockout mice exhibited severe liver injury (Fig. S2A–B). Moreover, histological staining (Fig. S2C–D and G–H) and serum levels of transaminases (Fig. S2E–F) in RIPK3 knockout mice were comparable to their strain-matched control mice, demonstrating that TAA or APAP-induced ALF does not depend on RIPK3. DNA damage was obvious as assessed by TUNEL staining in all groups (Fig. S2I–L). Therefore, our results demonstrate that RIPK3 does not contribute to ALF in these models.

Although we did not observe any protective effects of RIPK3 deficiency in these ALF models, RIPK1-MLKL-mediated necroptosis independently of RIPK3 had been implicated in other liver diseases [20]. Thus, to investigate whether RIPK1 regulated ALF through RIPK1-MLKL-mediated necroptosis, we treated MLKL knockout mice and strain-matched controls with TAA or APAP, respectively (Fig. S7B). However, MLKL deficiency also could not protect mice against TAA or APAP toxicity. Macroscopic liver damage across all groups were obvious (Fig. S3A–B). Histologically, the hepatic lobules showed extensive necrotic areas (Fig. S3C–D, G–H), and serum levels of ALT and AST were dramatically elevated in all groups (Fig. S3E–F). DNA damage was also widely distributed around the centrilobular area, as assessed by TUNEL staining (Fig. S3I–L). Taken together, our work demonstrates that RIPK1 regulates cell death in the pathogenesis of ALF independent of the RIPK1-RIPK3-MLKL signaling pathway.

### Inhibition of apoptosis through a pan-caspase inhibitor prevents ALF induced by TAA or APAP

Our previous results suggested that RIPK1-dependent apoptosis, but not RIPK1-dependent necroptosis, mediated ALF. To investigate whether inhibition of apoptosis protected mice from ALF, emricasan was injected one hour prior to TAA or APAP administration. As hypothesized, pretreatment with emricasan significantly attenuated liver damage in these ALF models (Fig. 5A, B). Specifically, histological staining revealed that pretreatment with emircasan reduced necrotic areas compared to the vehicle group (Fig. 5C, D, G, H). In addition, serum levels of ALT and AST were significantly decreased in emricasan-pretreated group (Fig. 5E, F). DNA damage was also inhibited in the presence of emricasan (Fig. 5I–L). Emricasan that was dissolved in 2% DMSO also prevented liver injury induced by APAP in contrast to vehicle control group (Fig. S4I–L). Collectively, these results further confirm that RIPK1 and pan-caspase inhibitors significantly attenuate ALF induced by TAA or APAP, suggesting TWEAK/Tnfrsf12a axis induces RIPK1-dependent apoptosis and subsequent liver injury.

**Fig. 5:**
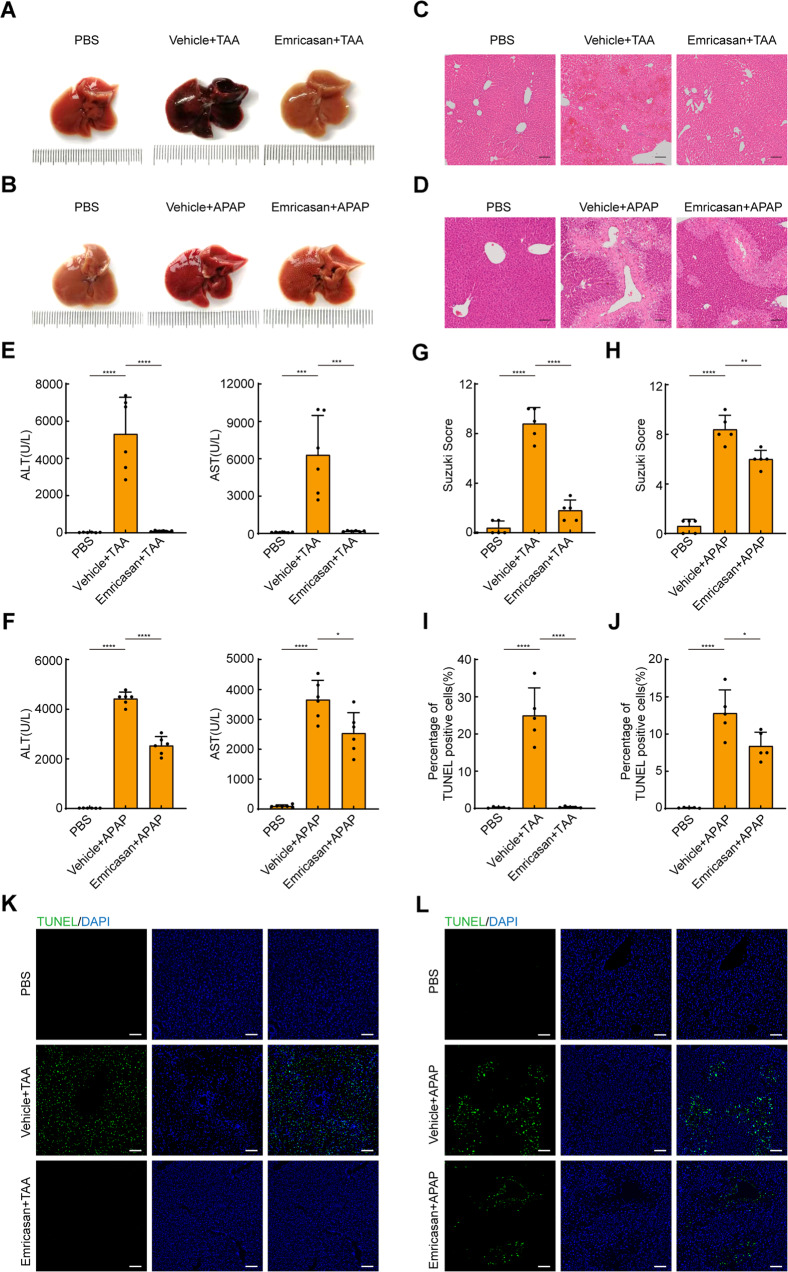
Emricasan attenuates ALF induced by TAA or APAP. **A**, **B** Representative macroscopic appearance of livers at 24 h following TAA or APAP treatment in the presence or absence of emricasan. **C**, **D** Representative H&E-stained liver sections. Scale bars, 100 μm. **E**, **F** Serum levels of ALT and AST(U/L) (*n* = 6; mean ± s.d.). *P* values were determined by Student’s *t* test (*P < 0.05; ***P< 0.001; ****P < 0.0001). **G**, **H** Suzuki score of H&E-stained liver sections (*n* = 5; mean ± s.d.). *P* values were determined by Student’s t test (**P < 0.01; ****P < 0.0001). **I**, **J** Percentage of TUNEL positive cells in liver sections (*n* = 5; mean ± s.d.). *P* values were determined by Student’s *t* test (*P < 0.05; ****P < 0.0001). **K**, **L** Representative TUNEL-stained liver sections. Scale bars, 100 μm. All experiments were repeated at least two times.

### Neither GSDMD nor GSDME knockout inhibit ALF induced by TAA or APAP

As described, both Nec-1s and emricasan can effectively inhibit ALF, demonstrating that RIPK1-dependent apoptosis contributed to ALF induced by TAA or APAP. However, canonical apoptosis is generally considered as non-inflammatory without leakage of cell content due to intact cell membrane [23]. Normally, apoptotic cells are phagocytosed in vivo by scavenger cells such as macrophages. However, if apoptotic cells are not removed timely at the terminal stage following the completion of an apoptotic program, they will progress to a phase called secondary necrosis, which is characterized by osmotic cell swelling and lysis [24, 25]. Considering that ALF is characterized by extensive necrosis, we hypothesized that another mode of lytic cell death might occur in these ALF models.

Recent studies have shown that gasdermins, especially GSDMD and GSDME, can be activated by caspase cleavage, leading to pyroptosis or secondary necrosis [26–30]. Therefore, activation of caspase in these murine ALF models might cleave GSDMD or GSDME to induce pyroptosis, causing necroinflammation and liver injury. To investigate whether ALF was mediated by GSDMD or GSDME, we treated GSDMD or GSDME knockout mice and strain-matched controls with TAA or APAP, respectively (Fig. S7C–D). Macroscopic appearance of livers showed severe liver injury in all groups of mice (Figs. S5A–B and S6A–B). Histologically, the hepatic lobules exhibited extensive centrilobular necrosis with hemorrhage in all groups (Figs. S5C–D and S6C–D). Suzuki score of liver sections showed similar results (Figs. S5G–H and S6G–H). There was also no difference in the levels of serum transaminases (Figs. S5E–F and S6E–F). Moreover, the percentage of TUNEL-positive cells dramatically increased across all groups of mice (Figs. S5I–L and S6I–L), suggesting extensive DNA damage. However, it is possible that both GSDMD and GSDME were involved in the pathogenesis of ALF, and ALF only could be alleviated by knockout of GSDMD and GSDME simultaneously. Cleavage of gasdermins was used as a marker of activation, but cleavage of GSDMD or GSDME were not observed during ALF (Fig. S7E). Although a small size band was observed using GSDME antibody, it decreased following TAA treatment and did not match the size of GSDME cleavage product, suggesting non-specific bands. In summary, these findings demonstrate that neither GSDMD nor GSDME deficiency protect mice from ALF, and provide us with a reasonable assumption that following TAA or APAP treatment, TWEAK/Tnfrsf12a axis activates RIPK1 and induces an excessive number of apoptotic cells that beyond the capabilities of scavenger cells, which in turn resulting in secondary necrosis and ultimate ALF.

### Induced expression of TNFRSF12A and TWEAK in patients with ALF

To investigate whether the noted involvement of TWEAK/TNFRSF12A axis in animal models of ALF could be observed in human patients, we analyzed samples from a publicly available human dataset of ALF patients from the GEO (GSE74000) [31]. Remarkably, expression of hepatic TWEAK and TNFRSF12A were significantly upregulated in ALF patients compared to normal liver donors (Fig. S8A–B). Thus, these results demonstrate that expression of hepatic TWEAK and TNFRSF12A are induced in ALF patients, and targeting the TWEAK/TNFRSF12A axis may be a promising therapeutic target for ALF in the clinic.

## Discussion

Acute liver failure (ALF) is characterized by rapid loss of liver function, accompanied by coagulopathy and hepatic encephalopathy. It is usually caused by acute viral infection or hepatotoxic substances, such as APAP overdose. Due to unknown molecular mechanisms and lack of therapeutic targets, the most effective treatment for ALF is currently limited to liver transplantation. Therefore, to identify novel therapies for ALF, numerous studies have been performed to explore the regulatory mechanism of ALF.

Of these, the abnormal death of liver cells is the leading cause that drives the severity and outcome of almost every hepatic disease. Accidental and unregulated necrosis has long been regarded as the ultimate consequence of extreme physical stress or chemical toxicity, but the concept of programmed cell death has changed this opinion in recent years. For example, several studies based on a variety of experimental approaches showed that RIPK1-dependent necroptosis was involved in the pathogenesis of ALF [19, 20, 32]. However, these could not be confirmed by genetic approaches in these same experimental models [18, 33, 34].

In this study, we show that TWEAK/Tnfrsf12a axis is significantly upregulated in murine ALF models. TWEAK/Tnfrsf12a axis has been shown to induce RIPK1-dependent necroptosis and acute kidney injury [7, 8], suggesting that ALF might be also mediated by TWEAK/Tnfrsf12a axis and RIPK1-dependent necroptosis. Indeed, we provide compelling evidence that inhibition of TWEAK/Tnfrsf12a axis significantly attenuates ALF, and a synergism of TWEAK and TNFα triggers RIPK1-dependent apoptosis of hepatocytes in vitro. However, pan-caspase inhibitors do not switch apoptosis to necroptosis in this case. Furthermore, both RIPK1 and pan-caspase inhibitors can inhibit ALF in vivo. This observation is in accordance with the results of previous studies that hepatocytes did not express RIPK3 under basal conditions and blocking apoptosis in hepatocytes did not switch to necroptosis [35]. The undetectable expression of RIPK3 in liver was also confirmed by immunoblotting (Fig. S6A). As we all know, cells that do not express RIPK3 do not undergo necroptosis [36]. Therefore, these results explain why RIPK1-dependent cell death in TAA or APAP-induced ALF could be blocked by Nec-1s or emricasan, but not by knockout of RIPK3 or MLKL.

On the other hand, recent studies have shown that activated caspases can cleave gasdermins to induce pyroptosis, causing necroinflammation and injury [26–30]. The gasdermins family comprises six members in human: GSDMA, GSDMB, GSDMC, GSDMD, GSDME, and PJVK. However, unlike human, rodents lack GSDMB, and expression of GSDMA, GSDMC, and PJVK are undetected in livers of mice [37]. Therefore, only GSDMD and GSDME are likely to contribute to liver injury in mice. However, neither GSDMD nor GSDME deficiency could protect mice against TAA or APAP toxicity, strongly suggesting that ALF in these murine models is not mediated by pyroptosis. 

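Bax, whose protein opens the outer mitochondrial membrane, rose after TAA from 12.1 ± 1.25 to 38.4 ± 2.27 CPM (SD, n = 2 each), a log2 fold change of 1.66 (standard error 0.16, adjusted p = 0.00403) from edgeR's quasi-likelihood test. Bcl2l11, which encodes the BH3-only protein Bim, rose from 10.2 ± 2.01 to 26.9 ± 4.19 CPM (SD, n = 2 each) with TAA (adjusted p = 0.0109), and with APAP it had a log2 fold change of 1.36 (standard error 0.23, adjusted p = 6.5e-04). Apaf1, the scaffold of the apoptosome, rose in both, with log2 fold changes of 1.16 and 1.36 (adjusted p = 0.0362 and 0.00233). Bmf, another BH3-only gene, fell after TAA from 21.4 ± 3.40 to 3.42 ± 0.426 CPM (SD, n = 2 each), a log2 fold change of -2.65 (standard error 0.22, adjusted p = 0.00311). Bbc3, which encodes Puma, had a log2 fold change of -1.54 (standard error 0.27, adjusted p = 9.5e-04) after APAP. Of 21 pro-apoptotic genes tested after TAA, 5 were higher and 5 lower (6 and 7 adjusted over the list alone; camera adjusted p = 0.543, or 0.676 with the estimated correlation). Of 20 tested after APAP, 4 were higher and 10 lower (4 and 10; camera adjusted p = 0.290, or 0.503). Of 11 anti-apoptotic genes tested after TAA, 1 was higher and 1 lower (none either way adjusted over the list alone; camera adjusted p = 0.619, or 0.834). Of 9 tested after APAP, 2 were higher and 2 lower (2 and 2; camera adjusted p = 0.558, or 0.660). Without PBS replicate 1 or 2, 3 and 3 pro-apoptotic genes were lower after TAA. The 1 higher anti-apoptotic gene was not called without PBS replicate 2, TAA replicate 1 or TAA replicate 2. The adjusted p without PBS replicate 1 or 2 was 0.0585 and 0.0876 for Bcl2l11 and 0.138 and 0.192 for Apaf1, which had 0.105 without TAA replicate 1. Bax had 0.0543 without PBS replicate 2.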

Besides, KEGG and GSEA analysis in transcriptome sequencing also suggested that apoptosis was involved in the pathogenesis of ALF. Taken together, these results provide compelling evidence that RIPK1-dependent apoptosis, but not necroptosis or pyroptosis, contributes to ALF induced by TAA or APAP.

Remarkably, the expression levels of hepatic TWEAK and TNFRSF12A are upregulated in patients with ALF when compared to normal donors, suggesting a potential role of TWEAK/TNFRSF12A axis in human ALF patients. Thus, the TWEAK/TNFRSF12A pathway may be a promising therapeutic target for ALF for clinical application. In addition, these cell death inhibitors tested in this study also exhibit great protective effects and are already in clinical trials test for other diseases. Considering that ALF treatment is currently limited to liver transplantation, translation of these inhibitors to the clinic as a potential treatment of ALF condition merits further research.

## Materials and methods

### Animals and housing of mice

C57BL/6J male mice were purchased from Charles River Laboratories (Shanghai, China). GSDMD knockout and GSDME knockout mice were purchased from GemPharmatech (Nanjing, China). RIPK3 knockout mice were kindly provided by Dr. Hongguang Xia of Zhejiang University school of medicine, Zhejiang. MLKL knockout mice were kindly provided by Dr. Liming Sun of Center for Excellence in Molecular Cell Science, University of Chinese Academy of Sciences, Shanghai. Male mice aged between 8 and 9 weeks were used for experiments. They were housed in a specific pathogen-free (SPF) environment under controlled conditions (22 °C–24 °C, 12/12 h light/dark cycle). The mice are allowed to acclimate to housing for seven days and randomized into different groups before experiments. The investigator was blinded to the group allocation of the animals during the experiment. Animals were fed standard laboratory chow and water. All animals care and experimental procedures in this study were evaluated and approved by the Institutional Animal Care and Use Committee of ShanghaiTech University under the document number of 20200629001 and following the internationally recognized guidelines on animal welfare.

### Animal model of acute liver failure

For the TAA-induced ALF model, all male mice (8–9 weeks old) were injected intraperitoneally with 200 mg/kg of TAA (sigma, 172502). For the APAP-induced ALF model, all male mice (8–9 weeks old) were fasted overnight and injected intragastrically with 500 mg/kg of APAP (meilunbio, MB1698). Fasting was maintained for 6 h after APAP treatment. The same volume of sterilized PBS was injected into fed or fasted mice as a control group for TAA or APAP-induced ALF, respectively. The sample size of each experiment is shown in the legend. For inhibitors treatment, L524-0366 (TargetMol, T8570, 10 mg/kg), aurintricarboxylic acid (MedChemExpress, HY-122575, 10 mg/kg), Nec-1s (Selleck, S8641, 2.5 mg/kg), emricasan (Selleck, S7775, 10 mg/kg) were injected one hour prior to TAA or APAP administration. All inhibitors were dissolved in 2%DMSO + 30%PEG400 + 5%Tween-80 + 63%ddH_2_O and injected intraperitoneally into mice. Of these, emricasan was injected twice daily, whereas others were injected only once daily. To avoid the protective effects by DMSO for APAP toxicity, we also dissolved these inhibitors in 30%PEG400 + 5%Tween-80 + 65%ddH_2_O and analyzed the effects of inhibitors without DMSO in APAP-induced ALF model. The same volume of vehicle buffer was injected to mice prior to TAA or APAP administration as a vehicle control group. To avoid known circadian effects on liver, all experiments were performed between 13:00 and 15:00. Serum and liver tissues were harvested 24 hours after TAA or APAP administration for analysis.

### Histopathology and TUNEL staining

For histological analysis, liver tissues were fixed in 4% paraformaldehyde and embedded in paraffin, then the sectioned tissues (3 μm) were stained with hematoxylin and eosin (H&E) kit (Sangon, E607318) or terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labeling (TUNEL) kit (Vazyme, A112). H&E pictures were captured under Olympus VS120 light microscopy (Olympus, Japan) and the degree of liver damage was evaluated according to Suzuki score. TUNEL pictures were captured under Zeiss Axio Imager Z2 microscope (Zeiss, Germany).

### Serum transaminases and cytokines analysis

Serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured using a multiparametric analyzer (AU5811, Beckman Coulter, USA) according to an automated procedure. The serum levels of cytokines were measured by ELISA kits according to the manufacturer’s instructions. TNFα ELISA kit (BBI life sciences, D721026), IL-1β ELISA kit (BBI life sciences, D721017), IL-6 ELISA kit (BBI life sciences, D721022) and TWEAK ELISA kit (Cohesion Biosciences, CEK1569) were used according to the manufacturer’s instructions.

### Western blots assays

Frozen liver tissues or cells were treated with protein extraction reagent supplemented with protease inhibitor cocktail (Bimake, B14002). Extracted protein samples were used for electrophoresis and then transferred onto polyvinylidene difluoride (PVDF) membrane. The membranes were blocked with 5%(w/v) skim milk (BD Bioscience, USA) for 1 h at room temperature, and then incubated with the following primary antibodies overnight at 4 °C: TWEAK (Abcam, ab37170, 1:1000), Tnfrsf12a(Abcam, ab109365, 1:1000), Phospho-RIPK1 (Cell Signaling Technology, 31122S, 1:1000), cleaved caspase-8 (Cell Signaling Technology, 8592T, 1:1000), cleaved caspase-3 (Cell Signaling Technology, 9664S, 1:1000), cleaved PARP (Cell Signaling Technology, 94885S,1:1000), RIPK3 (Cell Signaling Technology, 15828, 1:1000), MLKL (Abgent, AP14272B, 1:1000), GSDMD (Abcam, ab219800, 1:1000), GSDME (Abcam, ab215191, 1:1000), Tubulin (Sigma, T6199, 1:1000), GAPDH (Proteintech, 10494-1-AP, 1:5000). Original western blots are presented in Supplementary file.

### Hepatocyte isolation and culture

Primary mouse hepatocytes were isolated by the standard two-step collagenase perfusion method [38]. Hepatocytes were purified by 40% Percoll (Sigma, P1644) and centrifugated at 1000 rpm/min for 10 min. The hepatocytes were suspended and seeded on culture plates with DMEM (Gibco, C11995500CP) supplemented with 10% of FBS (Gibco, 10091148), 1% Pen Strep (Solarbio, P1400). After hepatocytes were attached to the bottom of plates, the culture medium was changed to William’s E medium (Gibco, 12551032) containing 1% Glutamax (Gibco, 35050061), 1% Pen Strep, 1% insulin-transferrin-selenium (BasalMedia, S450) and 0.1 μM dexamethasone (Sigma, D4902). Primary hepatocytes were used for experiments within 2–3 days after isolation.

### Cell death assessment

After cells were attached, hepatocytes were treated with cytokines to induce cell death. The concentrations of the cytokine mixture were 100 ng/mL TWEAK (Sino Biological, 50174-M15H) and 50 ng/mL TNFα. For cell death inhibitors in vitro, 10 μM zVAD (Selleck, S7023), 10 μM Nec-1s (Selleck, S8641), 10 μM emricasan (Selleck, S7775) were dissolved in DMSO and added simultaneously with cytokines stimulation. After 24 hours, cell viability was measured by CellTiter-Lumi™ Plus (Beyotime, C0068L) according to the manufacturer’s instructions. To assess apoptotic cells, the cell was stained by Annexin-V/Caspase-3 kit (Beyotime, C1077M) according to the manufacturer’s instructions.

### qPCR and transcriptome sequencing

RNA was extracted using Trizol reagent (Thermo, 15596018). For qPCR experiment, cDNA was synthesized using HiScript III RT supermix (Vazyme, R323). qPCR was performed using ChamQ universal SYBR qPCR master mix (Vazyme, Q711). The primers used for qPCR were exhibited in Supplementary Table S1, actin was used for normalization. For transcriptome sequencing, 1 μg of total RNA was used for the construction of sequencing libraries and the transcriptome sequencing was performed using the high throughput sequencing platform of Illumina.

### Statistical analysis of a human dataset of ALF patients

Data of ALF patients were from a publicly available human dataset of the Gene Expression Omnibus (GEO; accession number GSE74000). GSE74000 consisted of three liver biopsies from patients suffering from APAP-induced ALF and two liver biopsies obtained from normal donors. Although this dataset contains few samples, it represents differential gene expression in human at the acute phase of this disease.

### Statistical analysis

Statistics and graphs were generated by GraphPad Prism 8. Results were shown as mean ± s.d. The variance within each group is similar. Group comparisons were performed using Student’s *t* test. *P* < 0.05 was considered statistically significant; ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Supplementary information

Supplementary Figures

Supplementary Table S1

Original Data File

Agreement with the change of authorship

## Data Availability

The raw data files for the sequencing analysis that generated in this study are deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE206595 (RNA-seq).

## References

[1] Lee WM, Squires RH, Nyberg SL, Doo E, Hoofnagle JH (2008). Acute liver failure: Summary of a workshop. Hepatology..

[2] Lee WM (2004). Acetaminophen and the U.S. Acute Liver Failure Study Group: lowering the risks of hepatic failure. Hepatology..

[3] Wiley SR, Winkles JA (2003). TWEAK, a member of the TNF superfamily, is a multifunctional cytokine that binds the TweakR/Fn14 receptor. Cytokine Growth Factor Rev.

[4] Locksley RM, Killeen N, Lenardo MJ (2001). The TNF and TNF receptor superfamilies integrating mammalian biology. Cell..

[5] Desplat-Jégo S, Varriale S, Creidy R, Terra R, Bernard D, Khrestchatisky M (2002). TWEAK is expressed by glial cells, induces astrocyte proliferation and increases EAE severity. J Neuroimmunol.

[6] Winkles JA (2008). The TWEAK-Fn14 cytokine-receptor axis: discovery, biology and therapeutic targeting. Nat Rev Drug Discov.

[7] Weinberg JM (2011). TWEAK-Fn14 as a mediator of acute kidney injury. Kidney Int.

[8] Martin-Sanchez D, Fontecha-Barriuso M, Carrasco S, Sanchez-Nino MD, Massenhausen AV, Linkermann A (2018). TWEAK and RIPK1 mediate a second wave of cell death during AKI. Proc Natl Acad Sci USA.

[9] Unudurthi SD, Nassal DM, Patel NJ, Thomas E, Yu J, Pierson CG (2020). Fibroblast growth factor-inducible 14 mediates macrophage infiltration in heart to promote pressure overload-induced cardiac dysfunction. Life Sci.

[10] Roos A, Dhruv HD, Mathews IT, Inge LJ, Tuncali S, Hartman LK (2017). Identification of aurintricarboxylic acid as a selective inhibitor of the TWEAK-Fn14 signaling pathway in glioblastoma cells. Oncotarget..

[11] Jeffery EH, Haschek WM (1988). Protection by dimethylsulfoxide against acetaminophen-induced hepatic, but not respiratory toxicity in the mouse. Toxicol Appl Pharm.

[12] Yoon MY, Kim SJ, Lee BH, Chung JH, Kim YC (2006). Effects of dimethylsulfoxide on metabolism and toxicity of acetaminophen in mice. Biol Pharm Bull.

[13] Vince JE, Chau D, Callus B, Wong WW, Hawkins CJ, Schneider P (2008). TWEAK-FN14 signaling induces lysosomal degradation of a cIAP1-TRAF2 complex to sensitize tumor cells to TNFalpha. J Cell Biol.

[14] Takahashi N, Duprez L, Grootjans S, Cauwels A, Nerinckx W, DuHadaway JB (2012). Necrostatin-1 analogues: critical issues on the specificity, activity and in vivo use in experimental disease models. Cell Death Dis.

[15] Slee EA, Zhu H, Chow SC, MacFARLANE M, Nicholson DW, COHEN GM (1996). Benzyloxycarbonyl-Val-Ala-Asp (OMe) fluoromethylketone (Z-VAD.FMK) inhibits apoptosis by blocking the processing of CPP32. Biochem J.

[16] Barreyro FJ, Holod S, Finocchietto PV, Camino AM, Aquino JB, Avagnina A (2015). The pan-caspase inhibitor Emricasan (IDN-6556) decreases liver injury and fibrosis in a murine model of non-alcoholic steatohepatitis. Liver Int.

[17] Yi Y, Zhang W, Tao L, Shao Q, Xu Q, Chen Y (2021). RIP1 kinase inactivation protects against acetaminophen-induced acute liver injury in mice. Free Radic Biol Med.

[18] Dara L, Johnson H, Suda J, Win S, Gaarde W, Han D (2015). Receptor interacting protein kinase 1 mediates murine acetaminophen toxicity independent of the necrosome and not through necroptosis. Hepatology..

[19] Takemoto K, Hatano E, Iwaisako K, Takeiri M, Noma N, Ohmae S (2014). Necrostatin-1 protects against reactive oxygen species (ROS)-induced hepatotoxicity in acetaminophen-induced acute liver failure. FEBS Open Bio.

[20] Gunther C, He GW, Kremer AE, Murphy JM, Petrie EJ, Amann K (2016). The pseudokinase MLKL mediates programmed hepatocellular necrosis independently of RIPK3 during hepatitis. J Clin Invest.

[21] Pasparakis M, Vandenabeele P (2015). Necroptosis and its role in inflammation. Nature..

[22] Mifflin L, Ofengeim D, Yuan J (2020). Receptor-interacting protein kinase 1 (RIPK1) as a therapeutic target. Nat Rev Drug Discov.

[23] Cohen GM (1997). Caspases: the executioners of apoptosis. Biochem J..

[24] Silva MT (2010). Secondary necrosis: the natural outcome of the complete apoptotic program. FEBS Lett.

[25] Silva MT, do Vale A, dos Santos NM (2008). Secondary necrosis in multicellular animals: an outcome of apoptosis with pathogenic implications. Apoptosis..

[26] Shi J, Zhao Y, Wang K, Shi X, Wang Y, Huang H (2015). Cleavage of GSDMD by inflammatory caspases determines pyroptotic cell death. Nature..

[27] Wang Y, Gao W, Shi X, Ding J, Liu W, He H (2017). Chemotherapy drugs induce pyroptosis through caspase-3 cleavage of a gasdermin. Nature..

[28] Rogers C, Fernandes-Alnemri T, Mayes L, Alnemri D, Cingolani G, Alnemri ES (2017). Cleavage of DFNA5 by caspase-3 during apoptosis mediates progression to secondary necrotic/pyroptotic cell death. Nat Commun.

[29] Orning P, Weng D, Starheim K, Ratner D, Best Z, Lee B (2018). Pathogen blockade of TAK1 triggers caspase-8-dependent cleavage of gasdermin D and cell death. Science..

[30] Sarhan J, Liu BC, Muendlein HI, Li P, Nilson R, Tang AY (2018). Caspase-8 induces cleavage of gasdermin D to elicit pyroptosis during Yersinia infection. Proc Natl Acad Sci USA.

[31] Rodrigues RM, Heymans A, De BV, Sachinidis A, Chaudhari U, Govaere O (2016). Toxicogenomics-based prediction of acetaminophen-induced liver injury using human hepatic cell systems. Toxicol Lett.

[32] Ramachandran A, McGill MR, Xie Y, Ni HM, Ding WX, Jaeschke H (2013). Receptor interacting protein kinase 3 is a critical early mediator of acetaminophen-induced hepatocyte necrosis in mice. Hepatology..

[33] Schneider AT, Gautheron J, Tacke F, Vucur M, Luedde T (2016). Receptor interacting protein kinase 1 (RIPK1) in hepatocytes does not mediate murine acetaminophen toxicity. Hepatology..

[34] Deutsch M, Graffeo CS, Rokosh R, Pansari M, Ochi A, Levie EM (2015). Divergent effects of RIP1 or RIP3 blockade in murine models of acute liver injury. Cell Death Dis.

[35] Dara L, Liu ZX, Kaplowitz N (2016). Questions and controversies: the role of necroptosis in liver disease. Cell Death Discov.

[36] Degterev A, Zhou W, Maki JL, Yuan J (2014). Assays for necroptosis and activity of RIP kinases. Methods Enzymol.

[37] Broz P, Pelegrin P, Shao F (2020). The gasdermins, a protein family executing cell death and inflammation. Nat Rev Immunol.

[38] Charni-Natan M, Goldstein I (2020). Protocol for primary mouse hepatocyte isolation. STAR Protoc.

# Supplementary material for: Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis
**Source:** Cell Death Discov. 2022 Jul 19;8:328. doi: 10.1038/s41420-022-01123-0
**Supplement:** Supplementary file 1 — Supplementary Figures

**
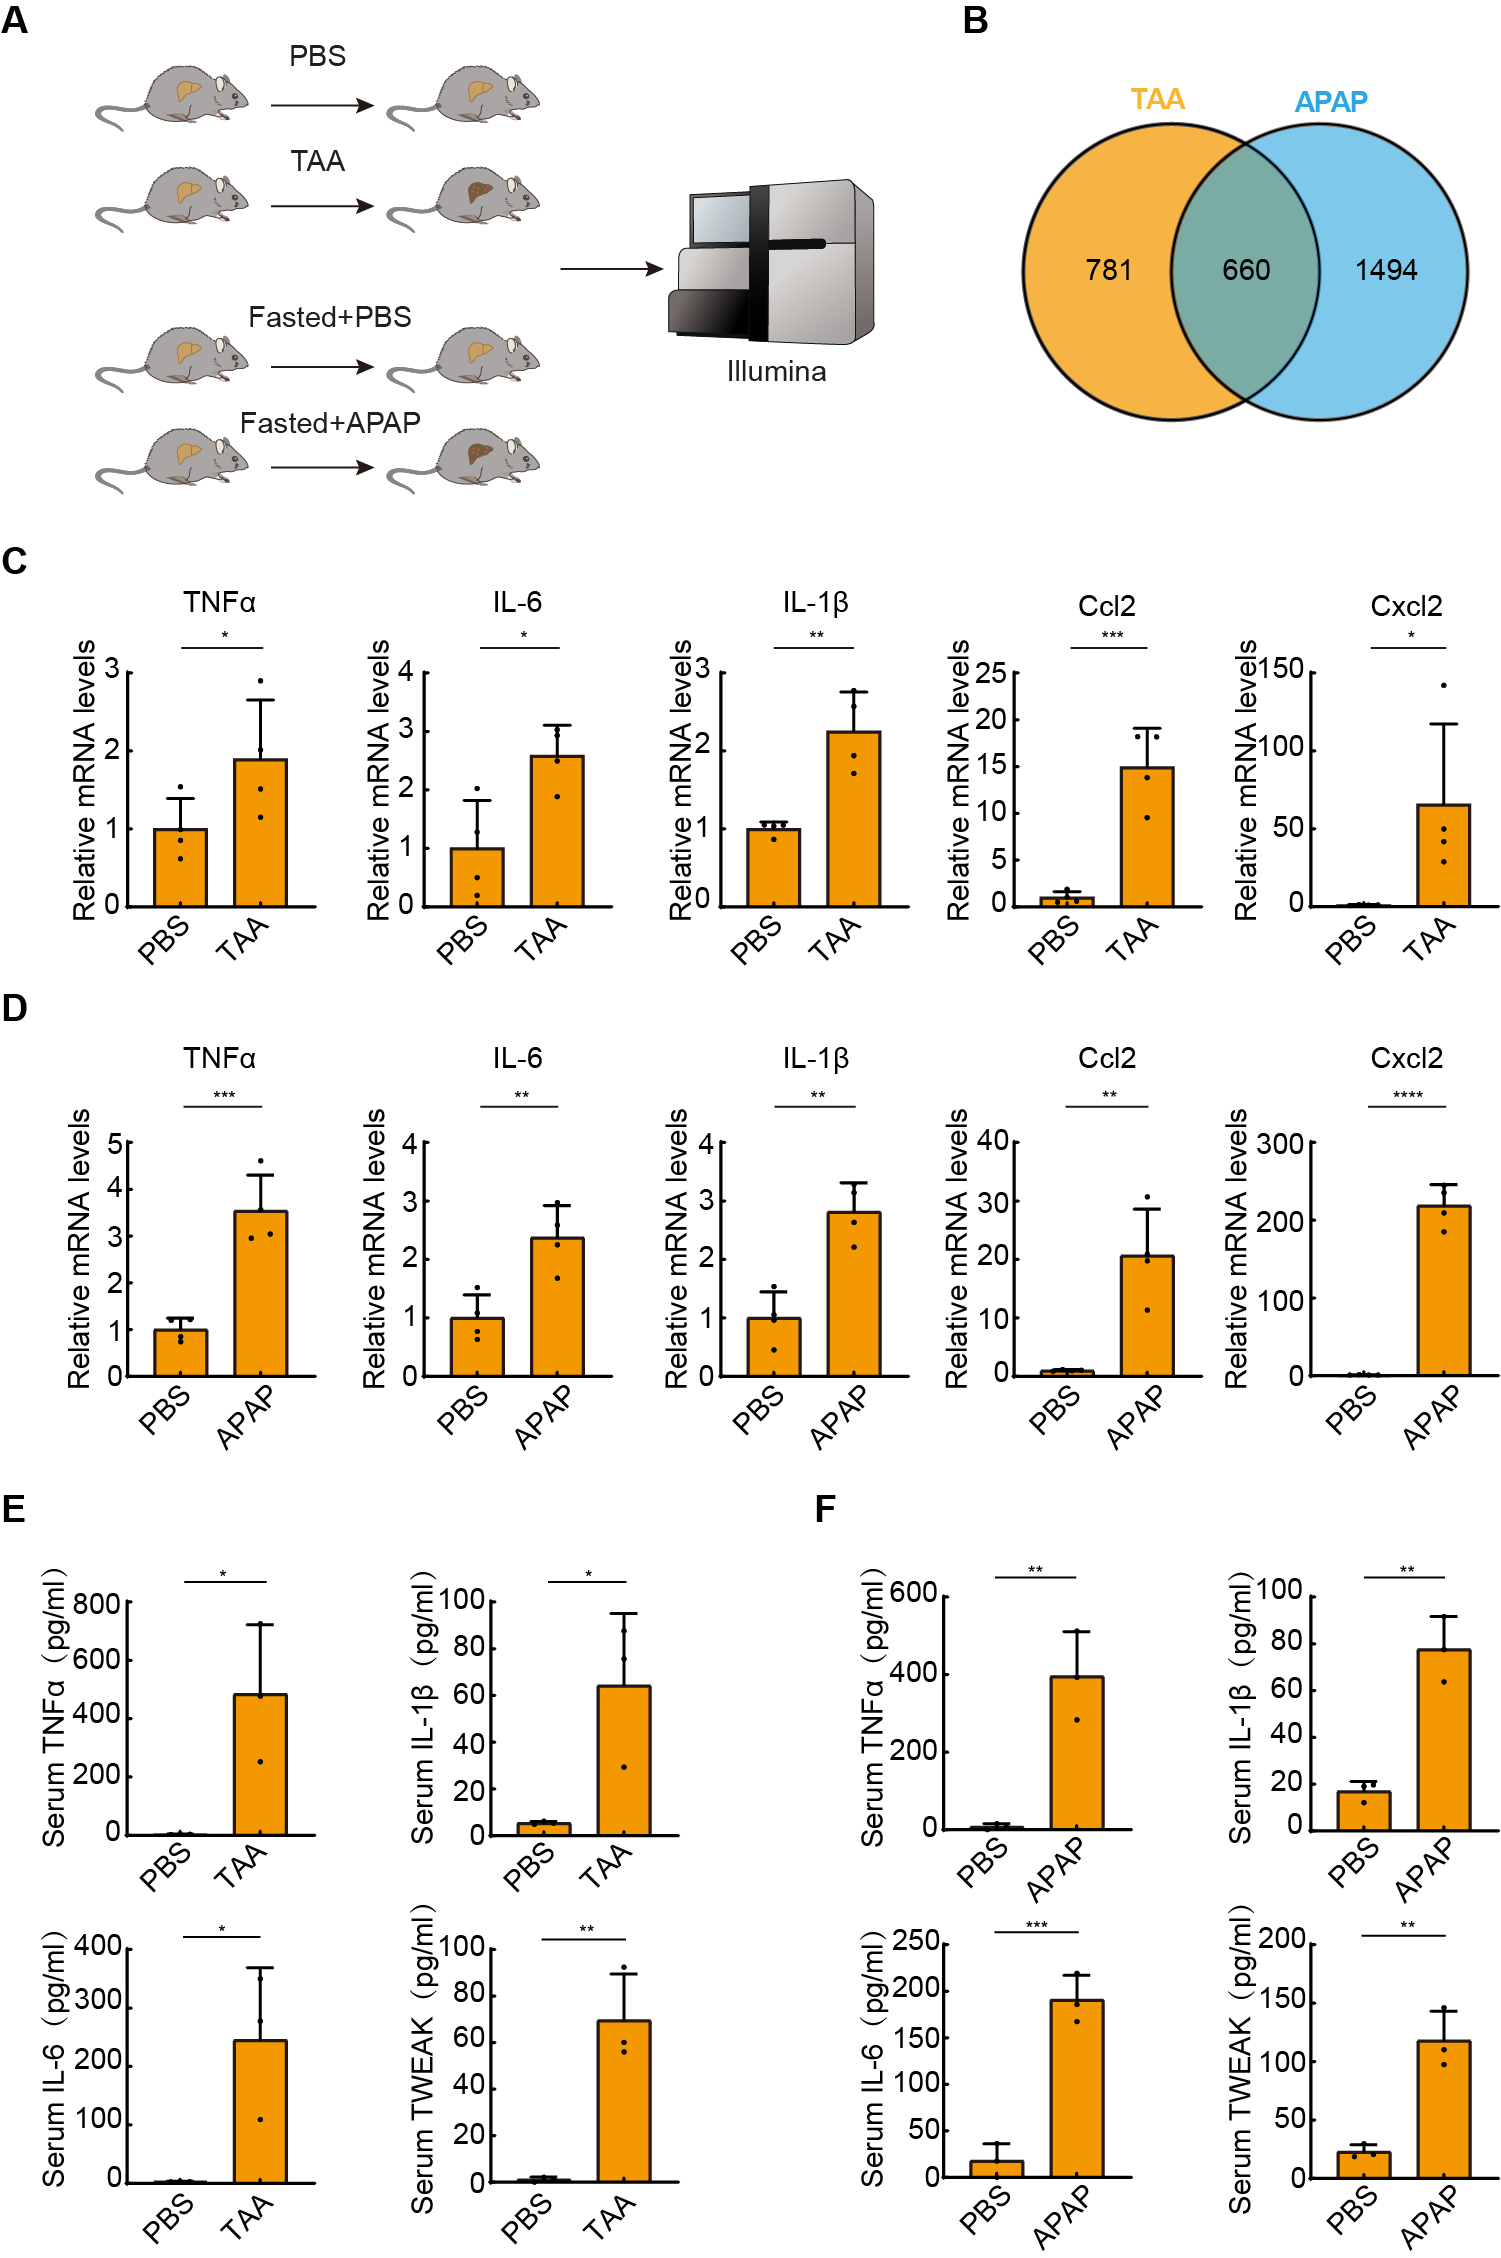
**

**Supplementary Figure S1: Inflammatory response is induced during ALF.**

(A) Experiment schematic. (B) Venn diagram showing overlap between sets of upregulated genes in ALF mice induced by TAA or APAP. (C&D) The mRNA expression levels of genes related to inflammation in livers of PBS-treated mice and ALF mice (n=4; mean ± s.d.). *P* values were determined by Student's t test (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). (E&F) ELISA analysis of TNFα, IL-6, IL-1β and TWEAK (n=3; mean ± s.d.). *P* values were determined by Student's t test (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001).

**
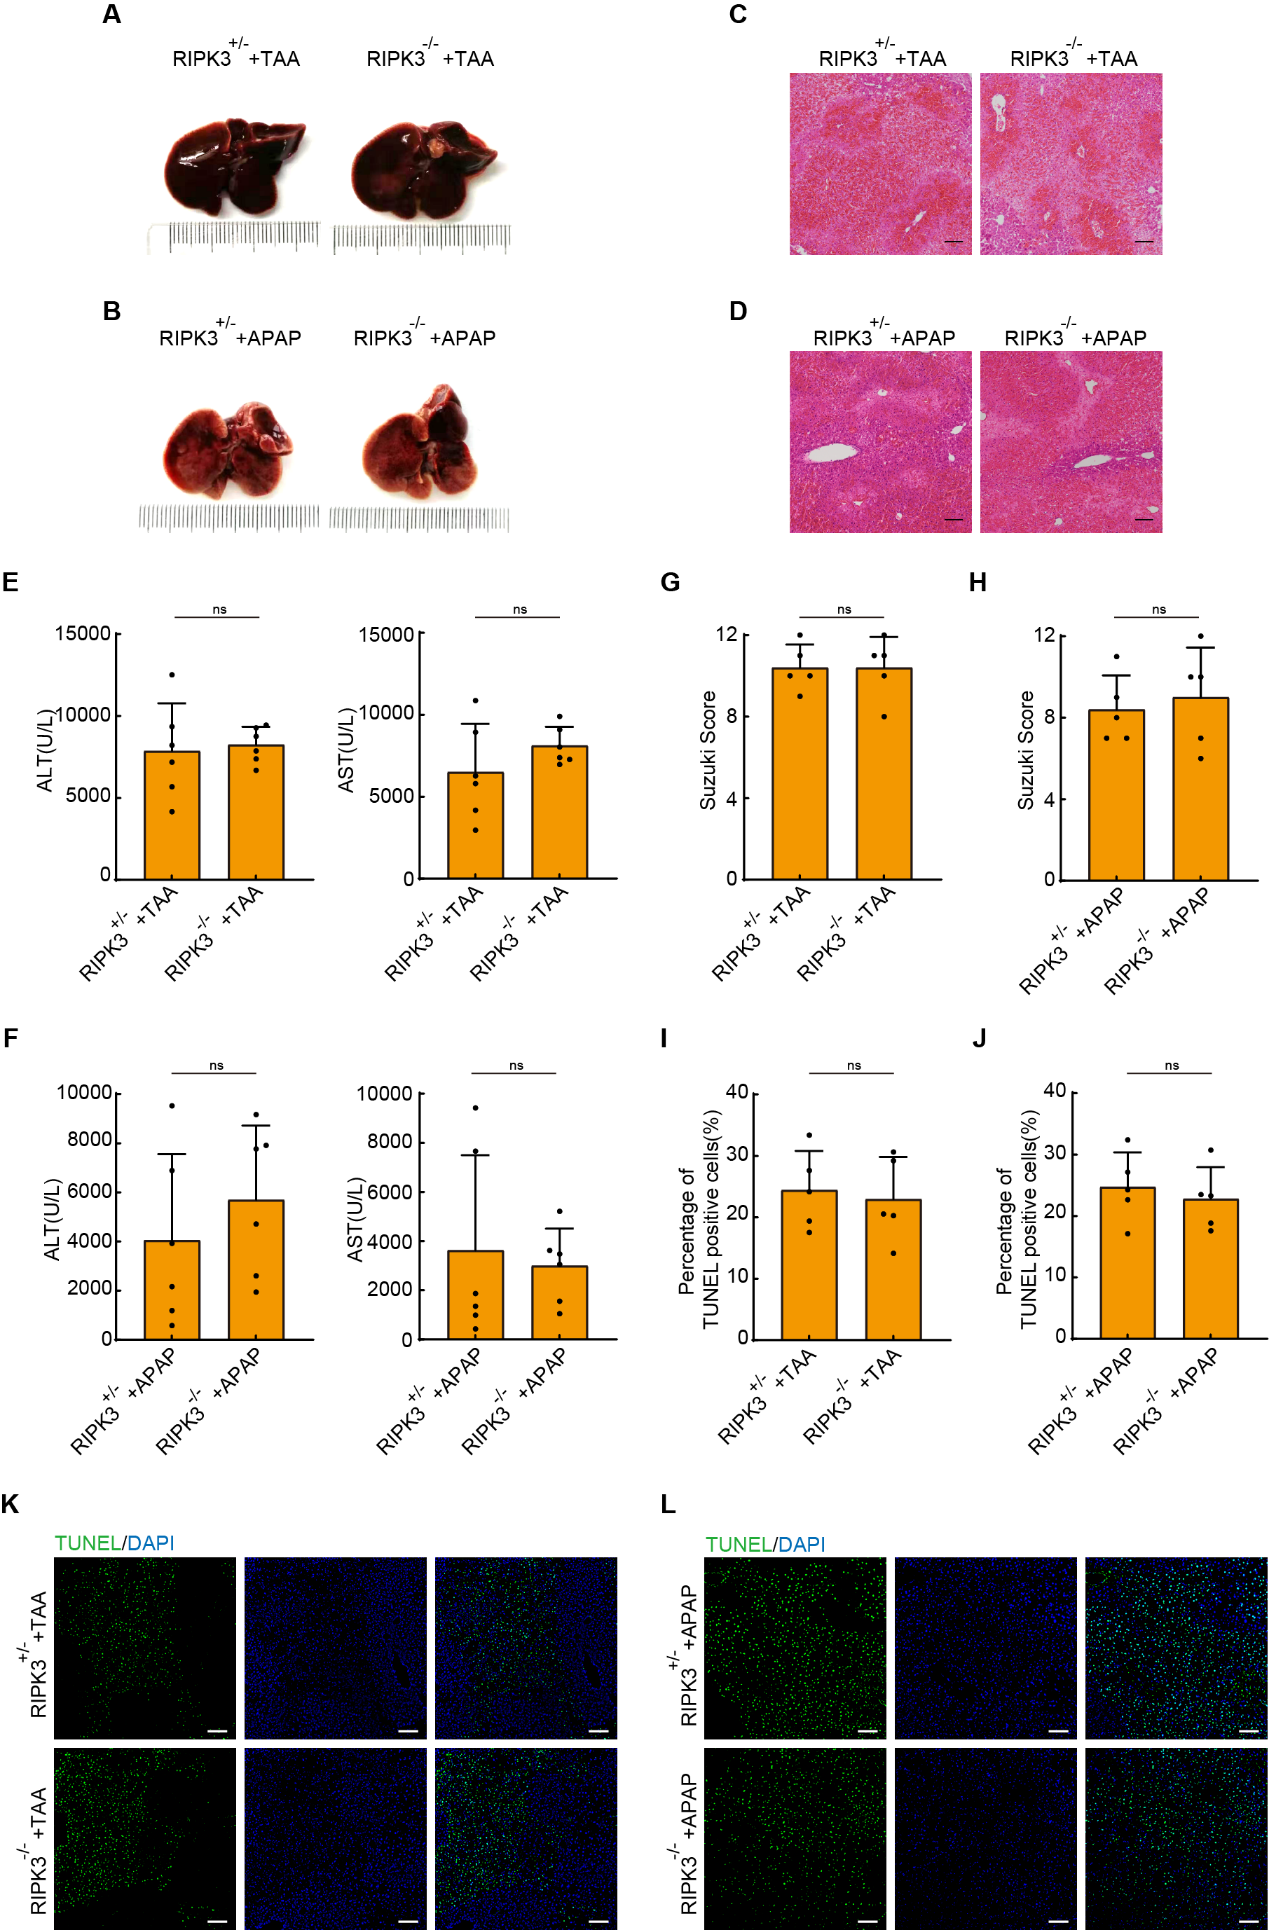
**

**Supplementary Figure S2:** **RIPK3 does not contribute to ALF induced by TAA or APAP.**

(A&B) Representative macroscopic appearance of livers of RIPK3 knockout mice and their strain-matched controls after TAA or APAP treatment. (C&D) Representative H&E-stained liver sections. Scale bars, 100 μm. (E&F) Serum levels of ALT and AST(U/L) (n=6; mean ± s.d.; ns, not significant). (G&H) Suzuki score of H&E-stained liver sections (n=5; mean ± s.d.; ns, not significant). (I&J) Percentage of TUNEL positive cells in liver sections (n=5; mean ± s.d.; ns, not significant). (K&L) Representative TUNEL-stained liver sections. Scale bars, 100 μm. All experiments were repeated at least two times.

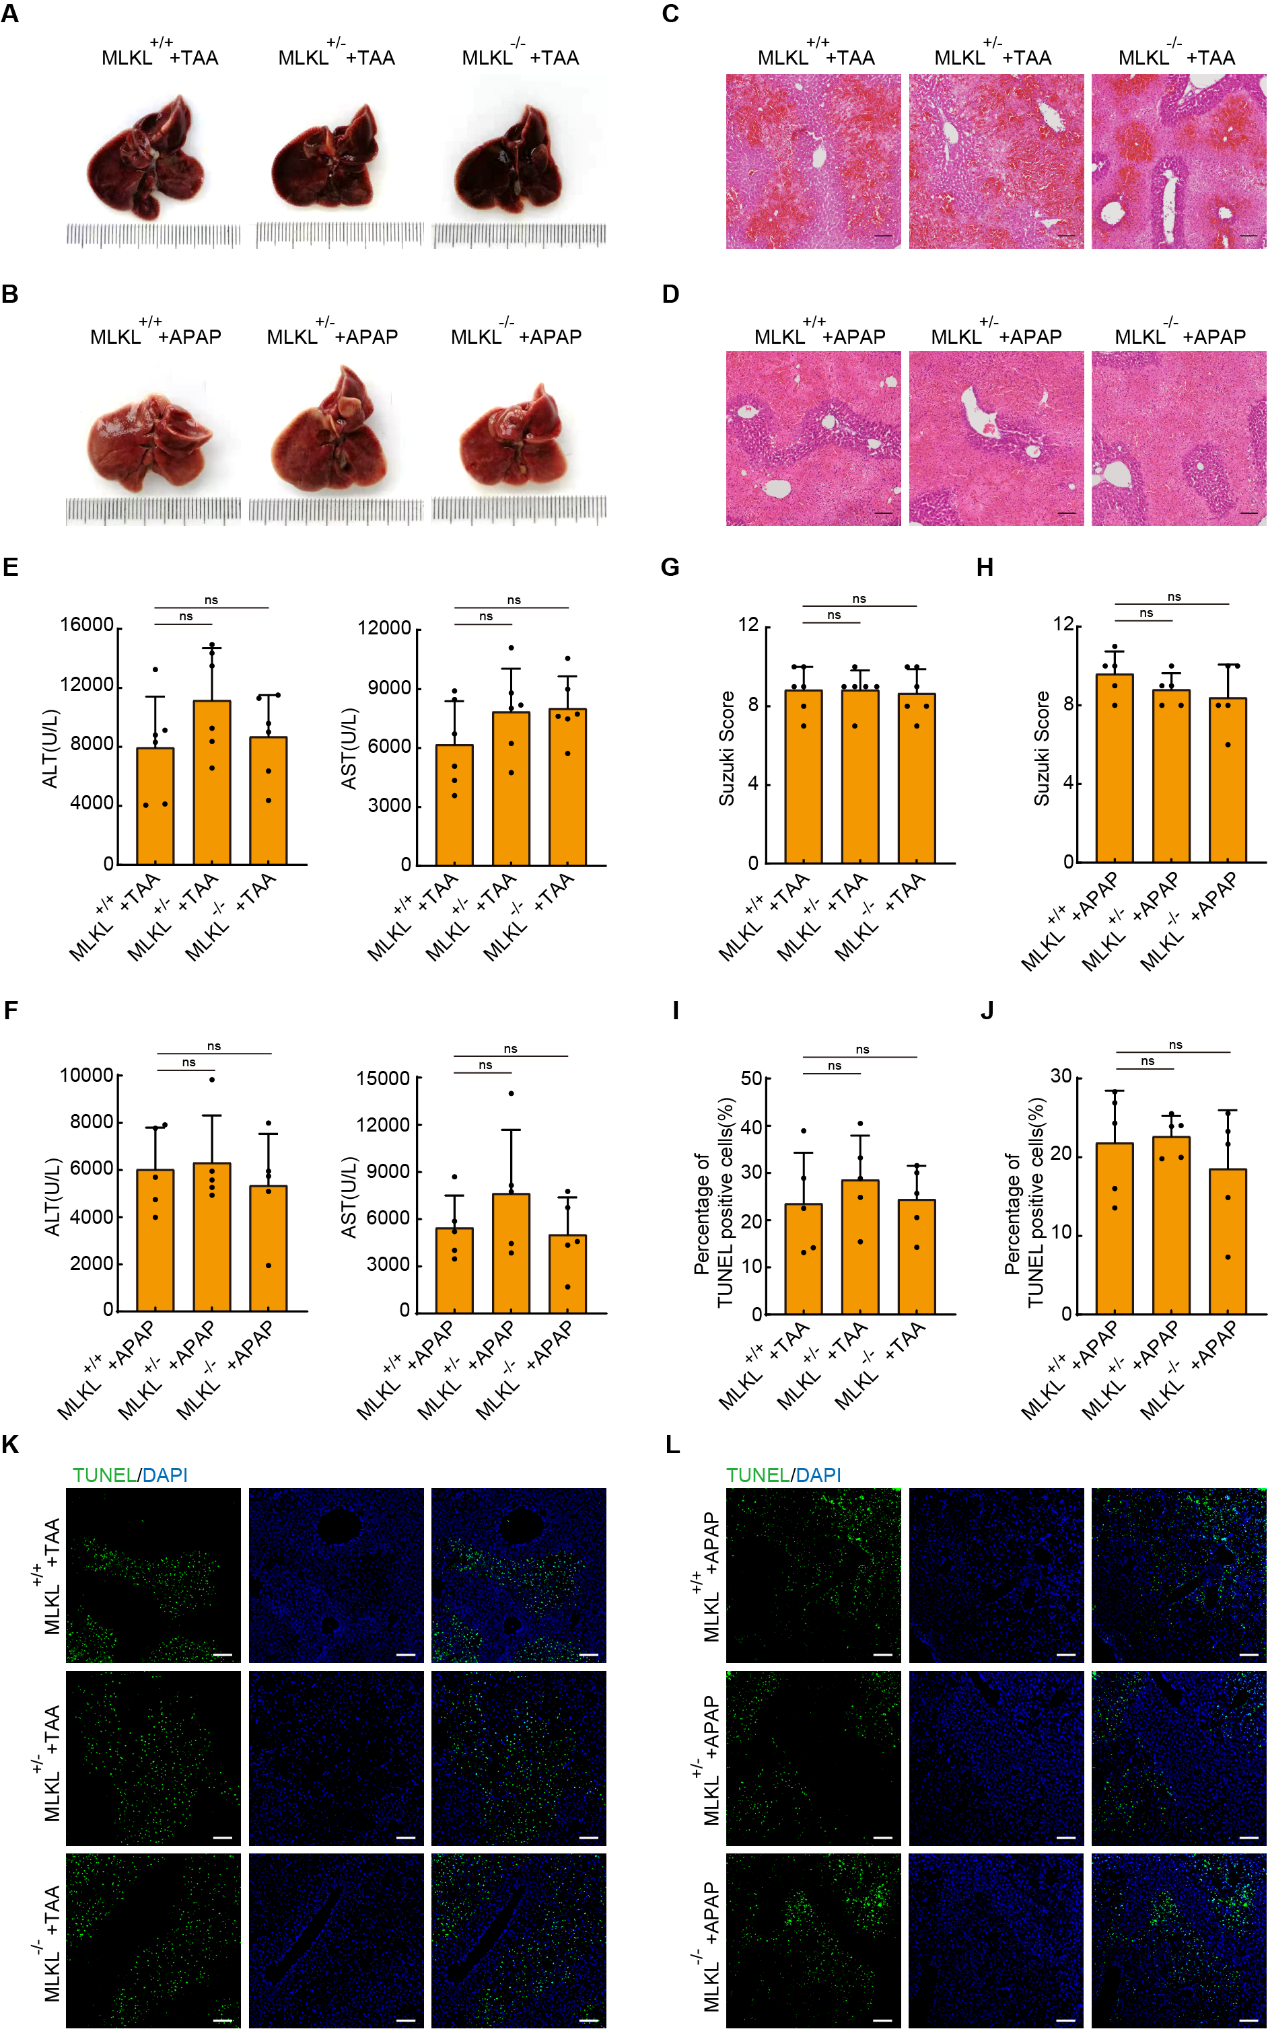

**Supplementary Figure S3: MLKL knockout does not inhibit ALF induced by TAA or APAP.**

(A&B) Representative macroscopic appearance of livers of MLKL knockout mice and their strain-matched controls after TAA or APAP treatment. (C&D) Representative H&E-stained liver sections. Scale bars, 100 μm. (E&F) Serum levels of ALT and AST(U/L) (n=6; mean ± s.d.; ns, not significant). (G&H) Suzuki score of H&E-stained liver sections (n=5; mean ± s.d.; ns, not significant). (I&J) Percentage of TUNEL positive cells in liver sections (n=5; mean ± s.d.; ns, not significant). (K&L) Representative TUNEL staining in liver sections. Scale bars, 100 μm. All experiments were repeated at least two times.

**
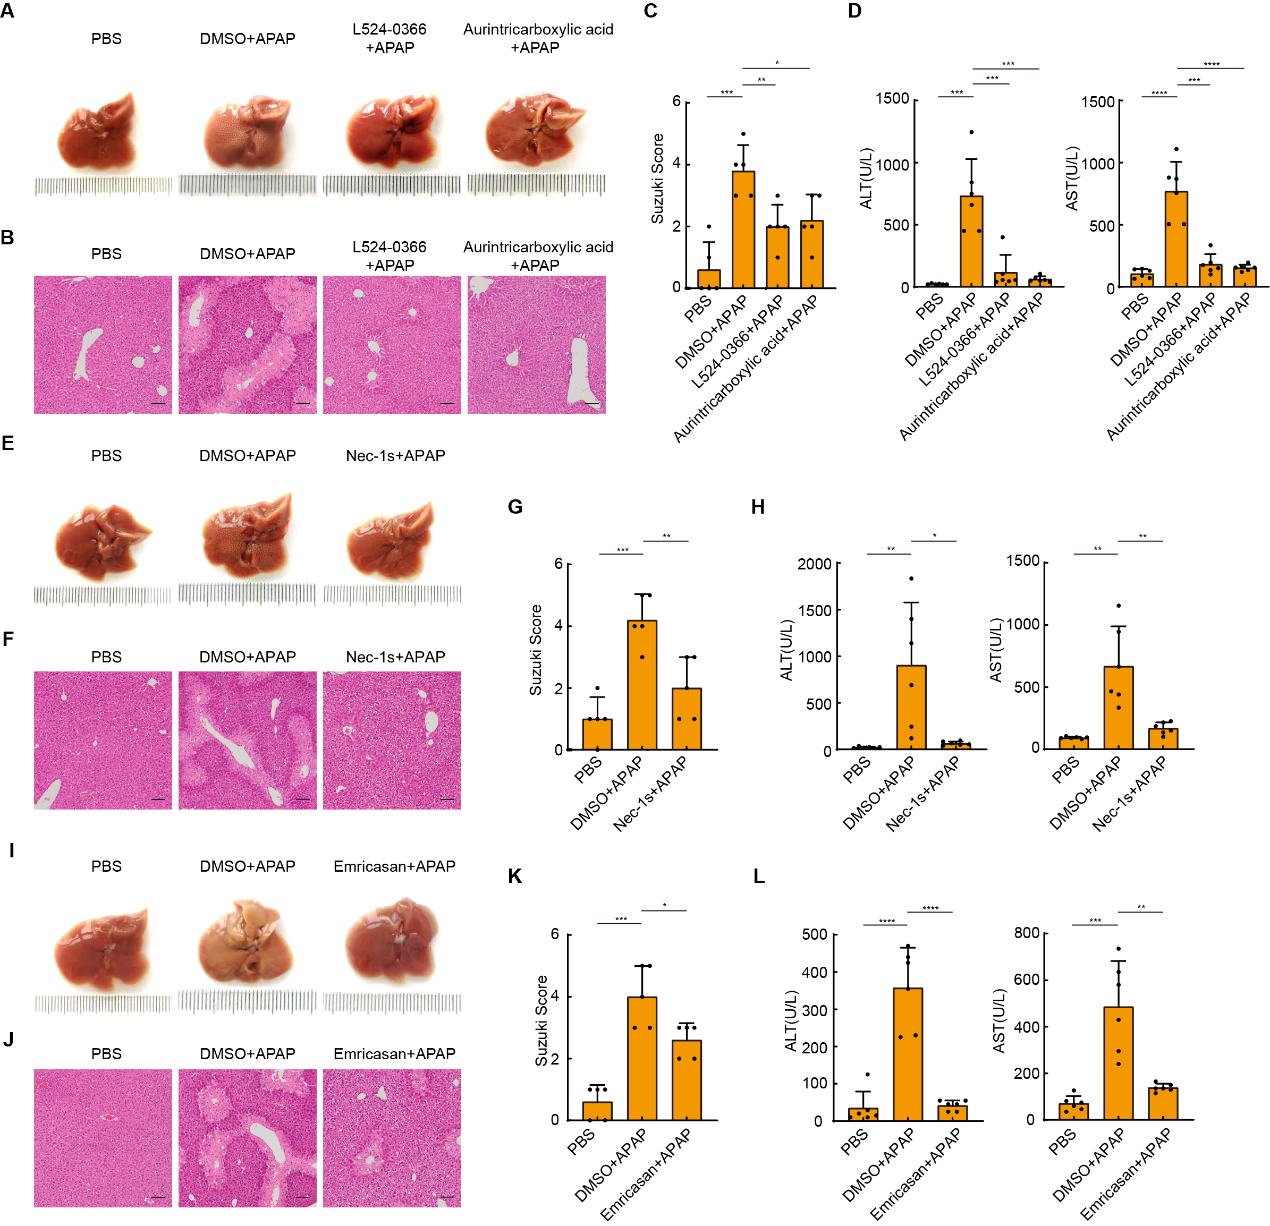
**

**Supplementary Figure S4: Inhibitors dissolved in DMSO exhibit protective effects against APAP-induced ALF.**

Indicated inhibitors were dissolved in 2%DMSO. Mice was pretreated with inhibitors or vehicle buffer one hour prior to APAP administration. (A, E, I) Representative macroscopic appearance of livers at 24 hours after APAP treatment with and without inhibitors. (B, F, J) Representative H&E-stained liver sections. Scale bars, 100 μm. (C, G, K) Suzuki score of H&E-stained liver sections (n=5; mean ± s.d.). *P* values were determined by Student's t test (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). (D, H, L) Serum levels of ALT and AST(U/L) (n=6; mean ± s.d.). *P* values were determined by Student's t test (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). All experiments were repeated at least two times.

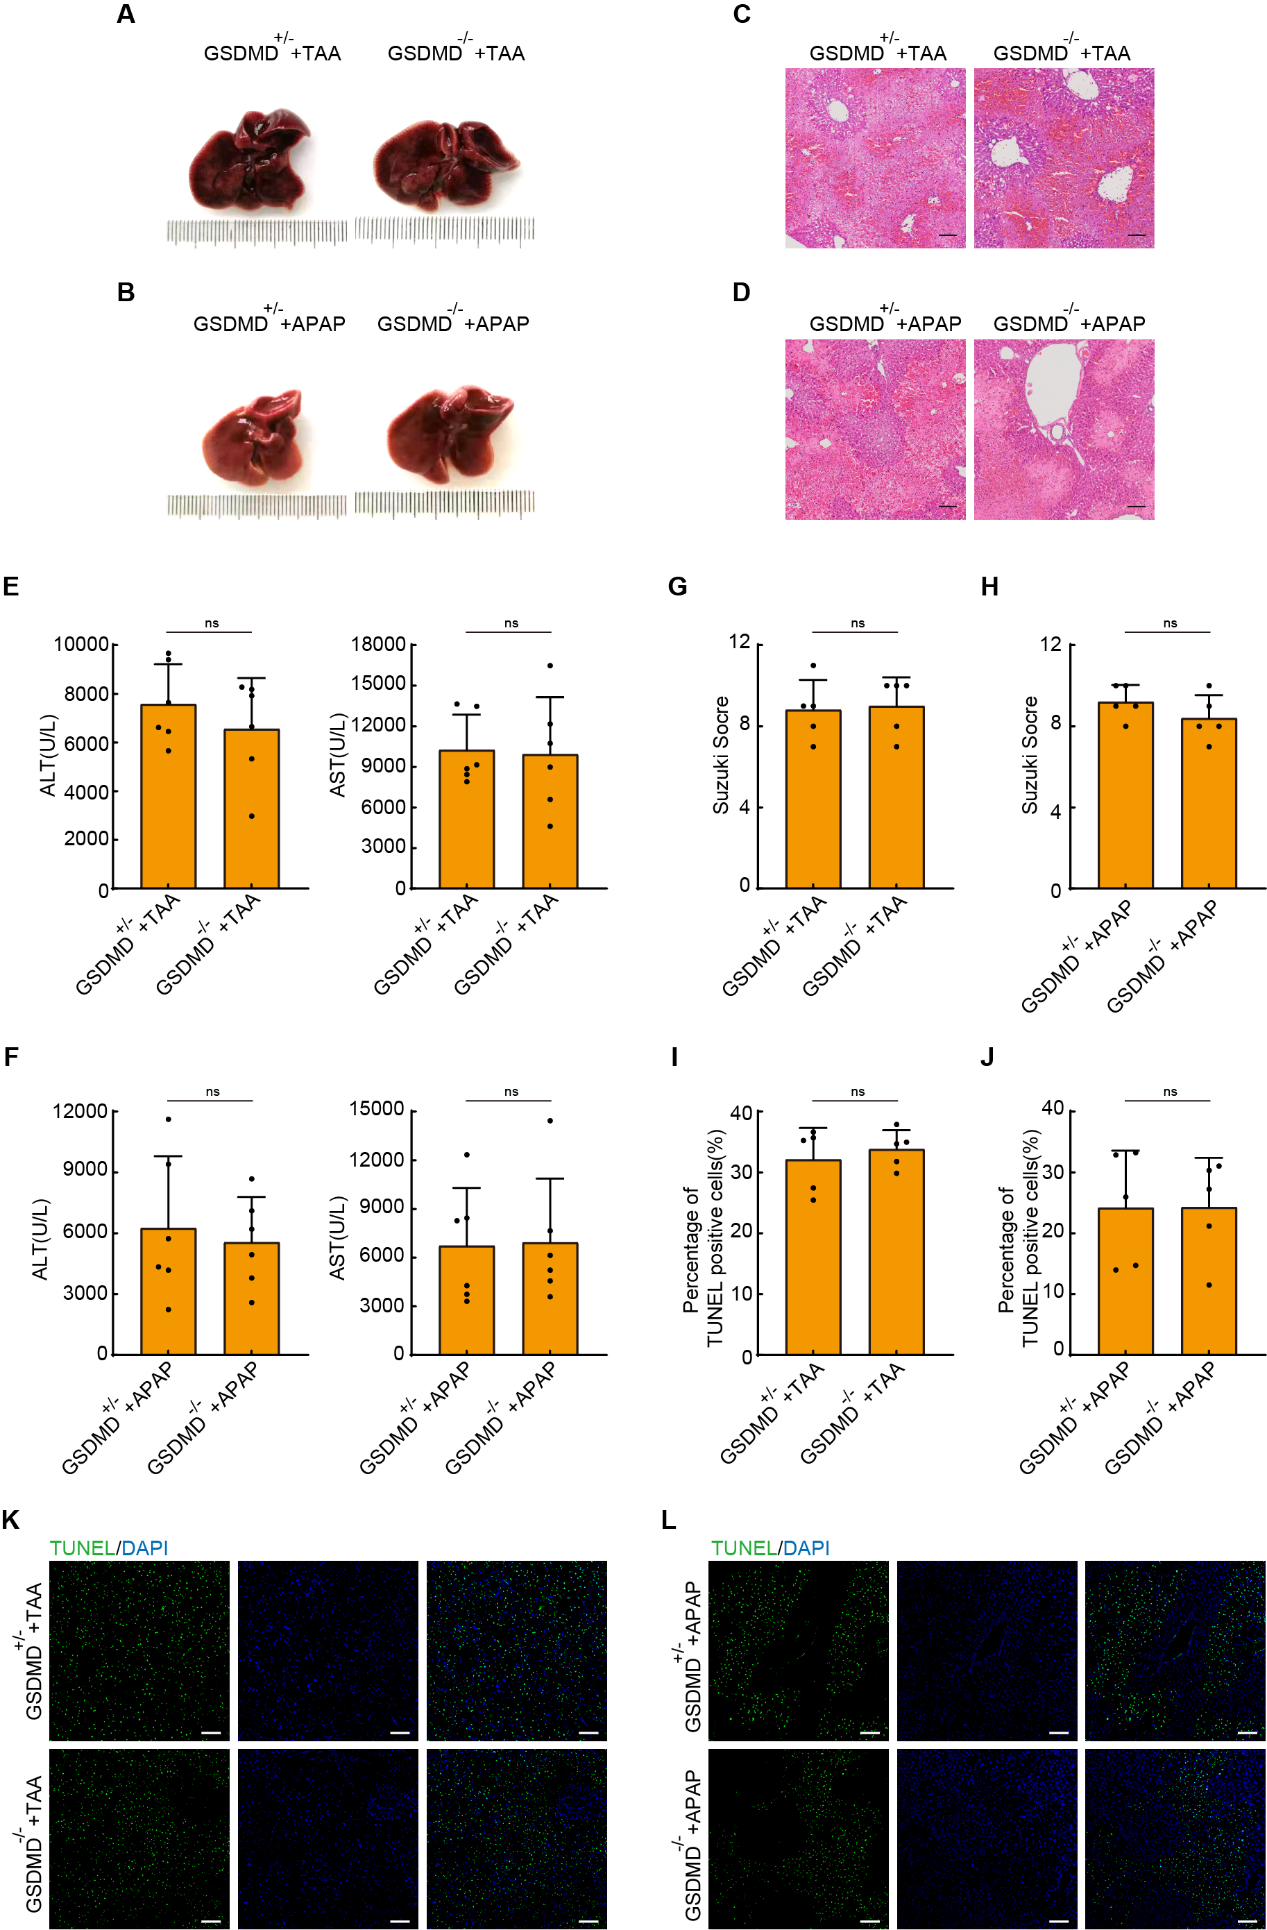

**Supplementary Figure S5: Knockout of GSDMD does not inhibit ALF induced by TAA or APAP**

(A&B) Representative macroscopic appearance of livers of GSDMD knockout mice and their strain-matched controls after TAA or APAP treatment. (C&D) Representative H&E-stained liver sections. Scale bars, 100 μm. (E&F) Serum levels of ALT and AST(U/L) (n=6; mean ± s.d.; ns, not significant) (G&H) Suzuki score of H&E-stained liver sections (n=5; mean ± s.d.; ns, not significant) (I&J) Percentage of TUNEL positive cells in liver sections (n=5; mean ± s.d.; ns, not significant) (K&L) Representative TUNEL-stained liver sections. Scale bars, 100 μm. All experiments were repeated at least two times.

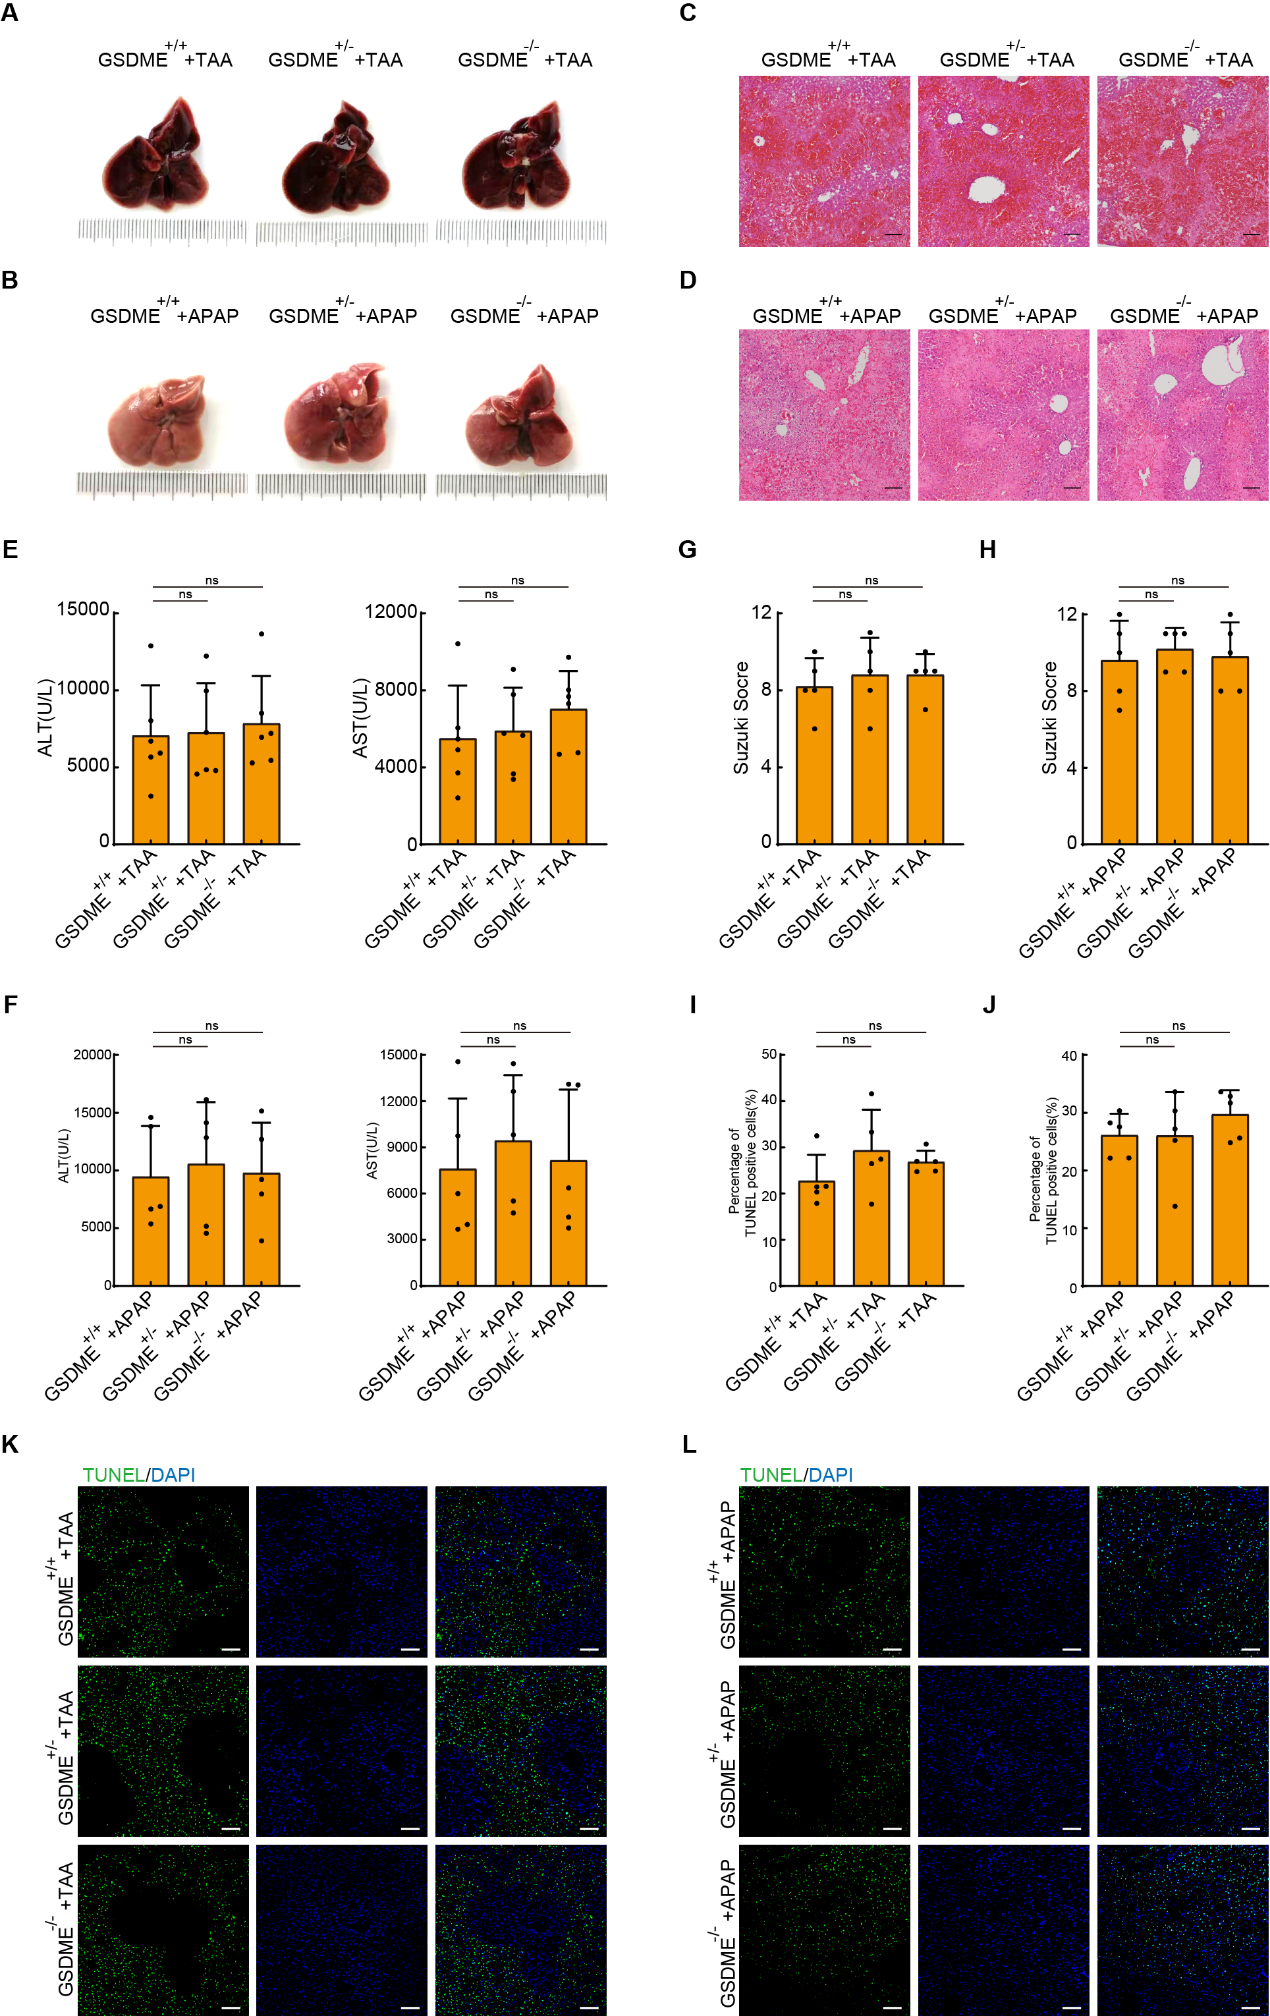

**Supplementary Figure S6: GSDME does not contribute to ALF induced by TAA or APAP**

(A&B) Representative macroscopic appearance of livers of GSDME knockout mice and their strain-matched controls after TAA or APAP treatment. (C&D) Representative H&E-stained liver sections of GSDME knockout mice and their strain-matched controls. Scale bars, 100 μm. (E&F) Serum levels of ALT and AST(U/L) (n=6; mean ± s.d.; ns, not significant) (G&H) Suzuki score of H&E-stained liver sections (n=5; mean ± s.d.; ns, not significant) (I&J) Percentage of TUNEL positive cells in liver sections (n=5; mean ± s.d.; ns, not significant) (K&L) Representative TUNEL staining in liver sections. Scale bars, 100 μm. All experiments were repeated at least two times.

**
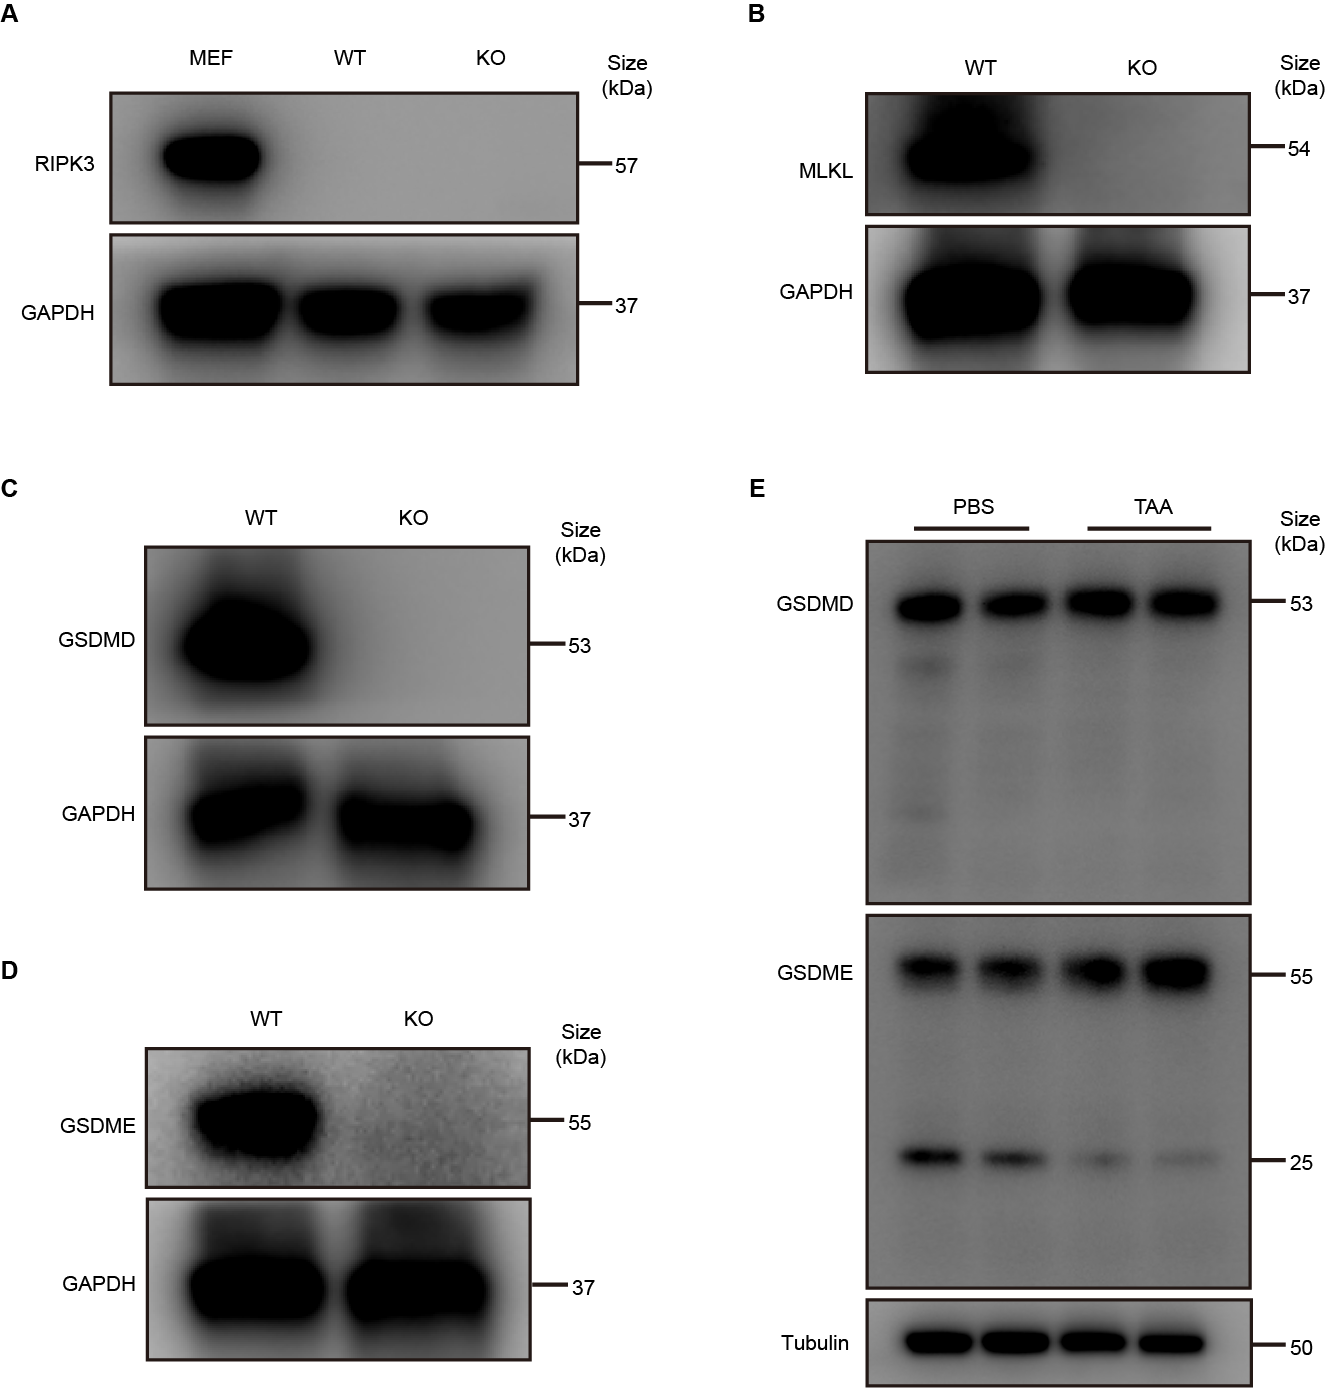
**

**Supplementary Figure S7: Western blot analysis of whole liver lysates with indicating antibodies.**

Verification of knockout mice by immunoblotting of liver lysates from C57 wide type (WT) mice and knockout (KO) mice with indicating antibodies. (A) RIPK3, mouse embryo fibroblast (MEF) was used as a positive control; (B) MLKL; (C) GSDMD; (D) GSDME. GAPDH was used for normalization. (E) Western blot analysis of whole liver lysates at 24 hours after TAA administration with corresponding antibodies, n=2 per group. Tubulin was used for normalization.

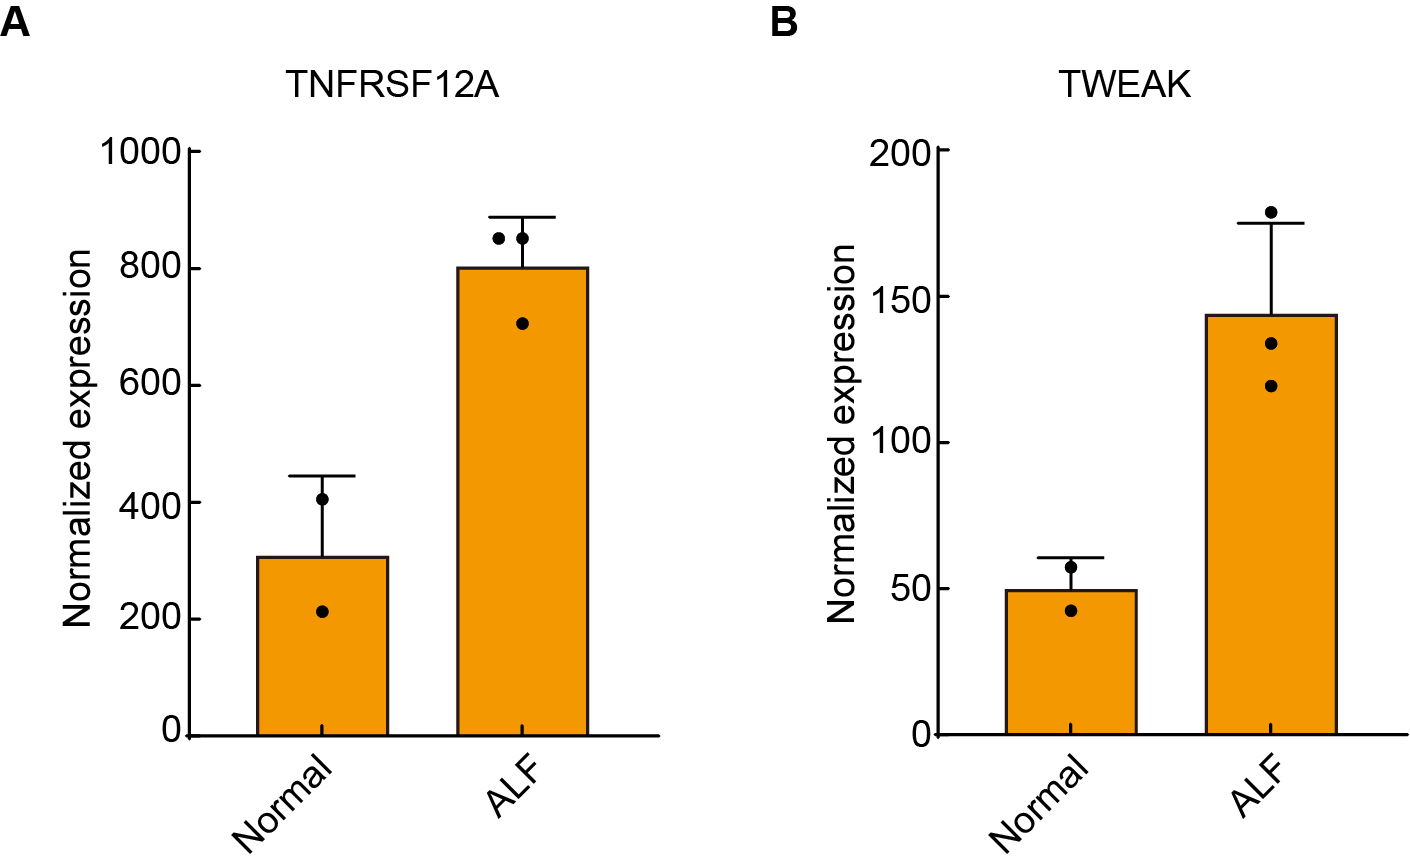

**Supplementary Figure S8: Increased expression of TNFRSF12A and TWEAK in patients with ALF**

Gene expression of TNFRSF12A (A) and TWEAK (B) in liver biopsies from patients suffering from APAP-induced ALF (n=3) and normal donor livers (n=2).

**Supplementary Table Legend (provided as excel form)**

**Supplementary Table S1**

The sequence information of qPCR primers for expression level detection.

# Supplementary material for: Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis
**Source:** Cell Death Discov. 2022 Jul 19;8:328. doi: 10.1038/s41420-022-01123-0

Original image: Figure 1H

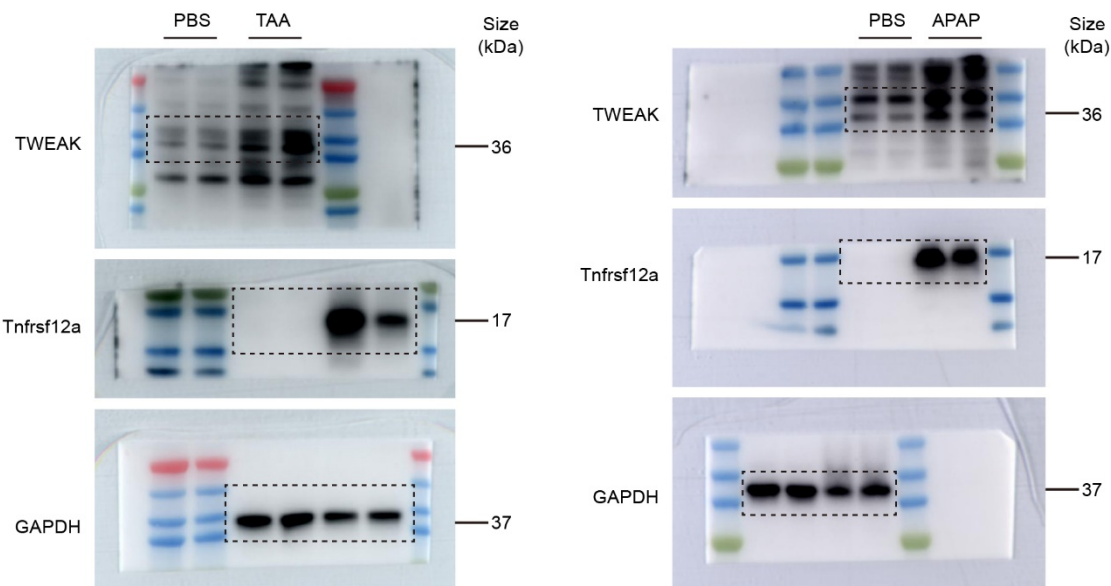

Original image: Figure 3E

DMSO	—	+	+	—	—	—	Size<br>(kDa)
TNF α	—	—	+	+	+	+	
TWEAK	—	—	+	+	+	+	
Emricasan	—	—	—	+	—	—	
zVAD	—	—	—	—	+	—	
Nec-1s	—	—	—	—	—	+	

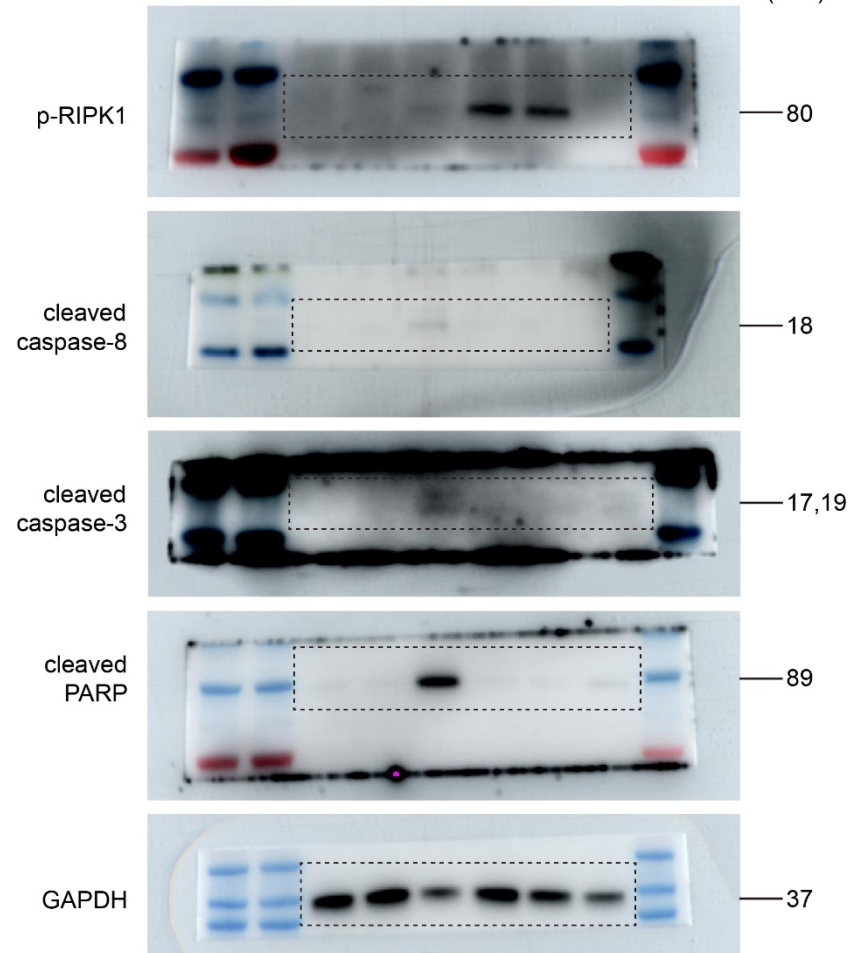

Original image: Figure 3F and 3G

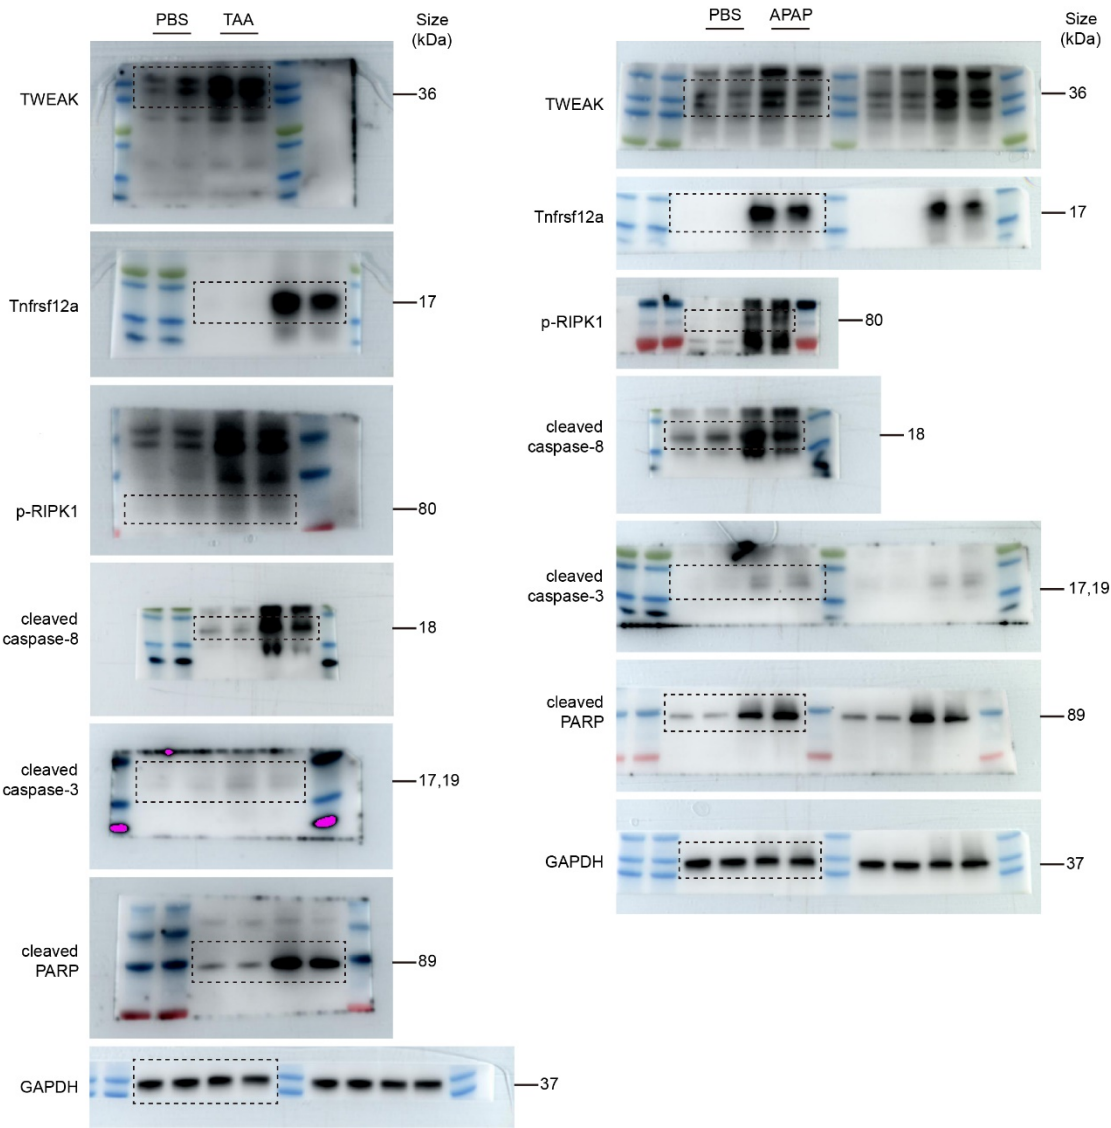

Original image: Figure S7A

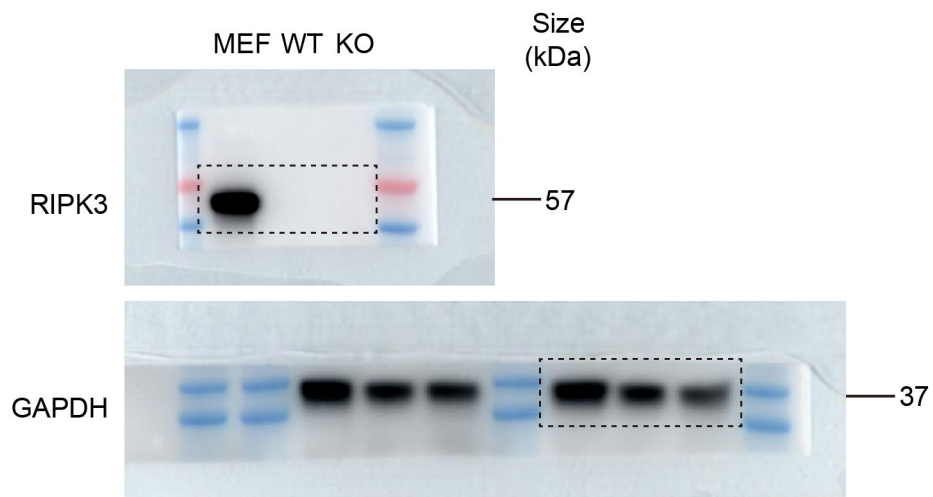

Original image: Figure S7B

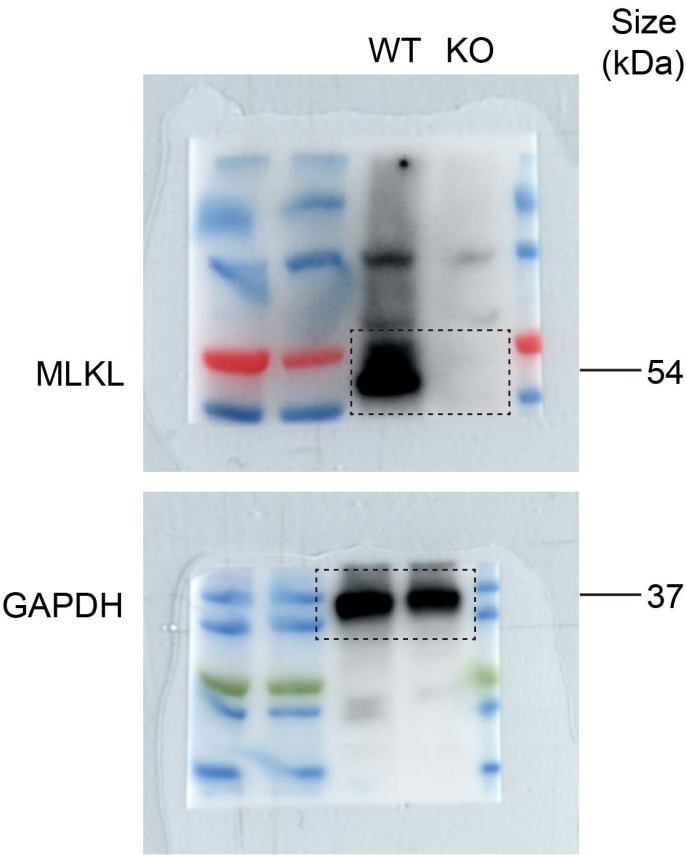

Original image: Figure S7C and S7D

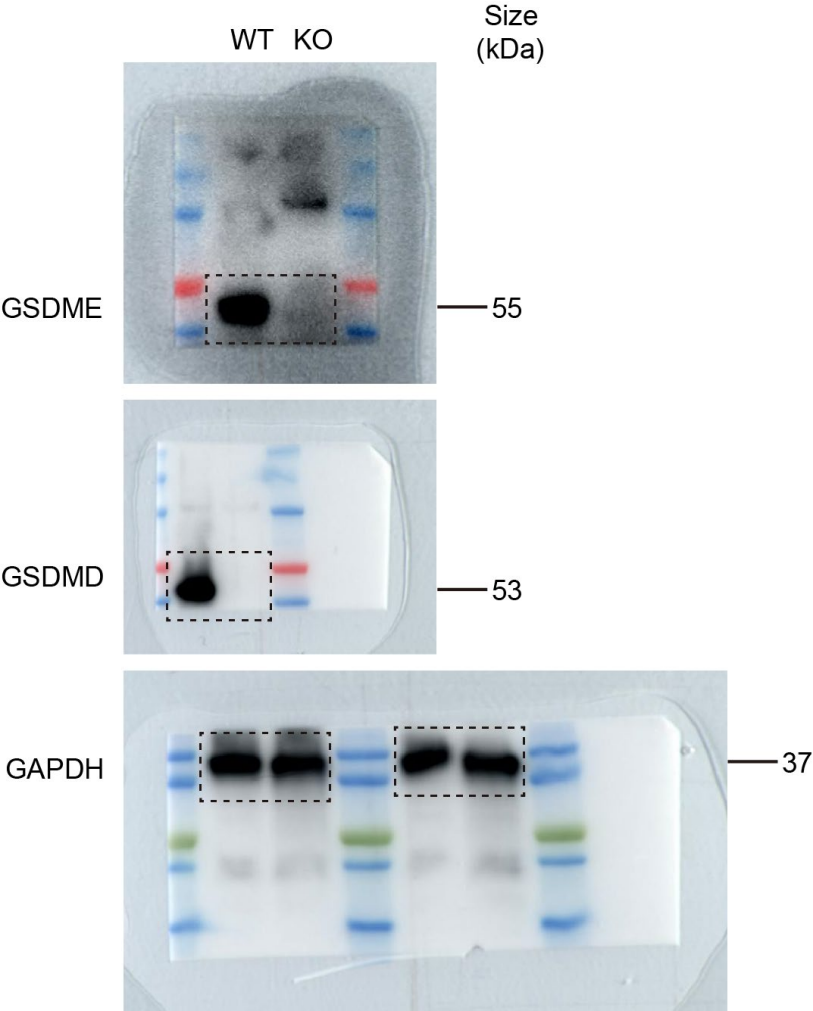

Original image: Figure S7E

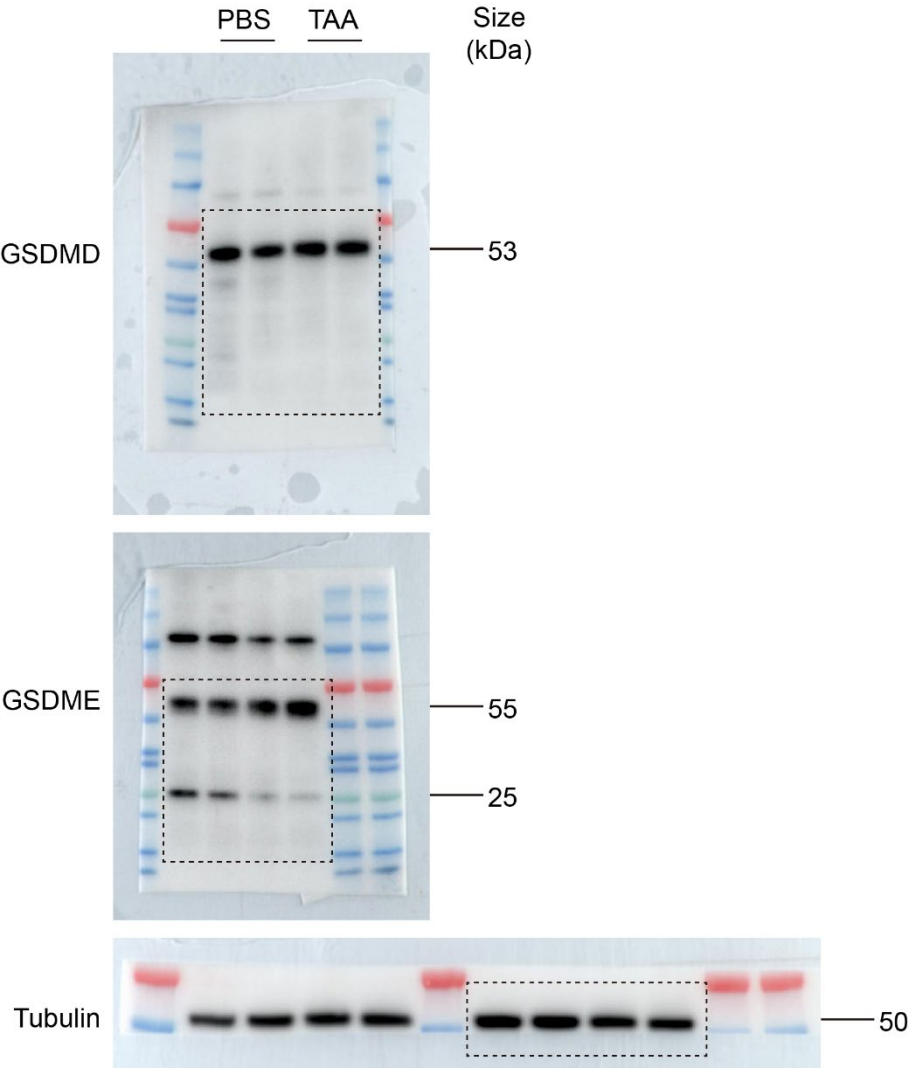

**Supplement:** Supplementary file 3 — Original Data File

# Supplementary material for: Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis
**Source:** Cell Death Discov. 2022 Jul 19;8:328. doi: 10.1038/s41420-022-01123-0
**Supplement:** Supplementary file 4 — Agreement with the change of authorship

答复: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 14:49

答复: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 14:47:54

附 件:

Agree

发送时间: 2022年7月5日 14:20

收件人: 李志杰; heming_wang; 朱军进; 南宁; 林奕; 庄绪冉; 李玲; 13802122219

主题: Agreement of the change of authorship (Cell Death Discovery)

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

答复: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 15:40

答复: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 15:39:38

附 件:

Agree

发送时间: 2022年7月5日 14:20

收件人: lizhj <>; heming_wang <>; zhujj1 <>; nanning <>; linyi <>; zhuangxr <>; liling1 <>; 13802122219 <>

主题: Agreement of the change of authorship (Cell Death Discovery)

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

Re: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 15:04

Re: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 15:00:48

附 件:

Agree.

----- Replied Message -----

Date: 07/05/2022 14:20

Subject: Agreement of the change of authorship (Cell Death Discovery)

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

Re: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 15:04

Re: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 15:02:56

附 件:

Agree

发自我的iPhone

----- Original -----

Date: Tue, Jul 5, 2022 2:20 PM

To: lizhj <>, heming_wang <>, zhujj1 <>, nanning <>, linyi <>, zhuangxr <>, liling1 <>, 13802122219 <>

Subject: Re: Agreement of the change of authorship (Cell Death Discovery)

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD

Deputy Director, Principle Investigator

Institute of Biomedical Engineering

Chinese Academy of Medical Sciences & Peking Union Medical College

Rm 401, No. 2 Bldg, 236 Baidi Road

Nankai District, Tianjin, P.R.China, 300192

Re: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 14:49

Re: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 14:46:37

附 件:

Agree

2022年7月5日 14:20, huangpengyu <> 写道:

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

答复: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 14:59

答复: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 14:51:44

附 件:

Agree

发送时间: 2022年7月5日 14:20

收件人: 李志杰; heming_wang; 朱军进; 南宁; 林奕; 庄绪冉; 李玲; 13802122219

主题: Agreement of the change of authorship (Cell Death Discovery)

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

答复: Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 15:40

答复: Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 15:36:56

附 件:

Agree!

发送时间: 2022年7月5日 14:20

收件人: 李志杰; heming_wang; 朱军进; 南宁; 林奕; 庄绪冉; 李玲; 13802122219

主题: Agreement of the change of authorship (Cell Death Discovery)

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

Re:Agreement of the change of authorship (Cell Death Discovery)

2022/7/5 16:10

Re:Agreement of the change of authorship (Cell Death Discovery)

时 间: 2022-7-5 16:02:53

附 件:

Agree

At 2022-07-05 14:20:29, "huangpengyu" <> wrote:

Dear co-authors,

We have submitted the revised manuscript "Inhibition of TWEAK/Tnfrsf12a axis protects against acute liver failure by suppressing RIPK1-dependent apoptosis" to Cell Death Discovery. During the revision, Dr. Yamin Zhang participated in the supervision of the project and discussion of the manuscript. Therefore, we should add him as one of the corresponding authors. If you agree to the authorship change, please response to the email with "Agree". Thank you.

Yours Sincerely

Pengyu Huang

Pengyu Huang, PhD
Deputy Director, Principle Investigator
Institute of Biomedical Engineering
Chinese Academy of Medical Sciences & Peking Union Medical College
Rm 401, No. 2 Bldg, 236 Baidi Road
Nankai District, Tianjin, P.R.China, 300192

How the deposited data were processed for this re-analysis (not part of the article)

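Liver RNA of 8 male mice was analysed, 2 each from fed mice given PBS, fed mice given TAA at 200 mg/kg, fasted mice given PBS and fasted mice given APAP at 500 mg/kg, taken 24 h after the dose. For the PBS and TAA livers the authors trimmed, aligned and counted reads per gene and deposited whole-number counts for 51826 genes. For the fasted livers the authors deposited estimated counts for 55964 entries, of which 55416 are genes and 548 are assembled loci that name no gene. In these estimated counts, 28.6%, 27.0%, 29.5% and 29.7% of the nonzero values were not whole, in fasted PBS replicates 1 and 2 and APAP replicates 1 and 2, and they were rounded. The design had assumed counts for both tables. Trim Galore, HISAT2, featureCounts and the GRCm38 (mm10) assembly are named by the authors for all livers, with versions not given in the sources used here. Which step made the fractional values is not given either. The 2 tables hold 48286 gene IDs in common, and genes were matched by ID, since 27 names of the TAA table had turned into dates. Columns of other samples numbered 0.

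Counts in named genes came to 38766065 and 41453751 in the PBS livers and 35711238 and 36272636 after TAA. The totals deposited for the fasted livers, with the assembled loci, were 27234512 and 22431889 for PBS and 23800662 and 25880415 for APAP. The assembled loci held 0.457% and 0.498% of the fasted PBS totals and 2.43% and 2.46% of the APAP totals, and were left out because they name no gene. Replicates of a group were compared to look for copies of one library. Over genes with at least 20 counts, the chi-square between the 2 replicates divided by its degrees of freedom was 95.3 for PBS, 152 for TAA, 21.4 for fasted PBS and 34.2 for APAP, the last 2 on rounded estimated counts. Separate mice give ratios far above 1 in any case, so these show only that no replicate is a copy of the other. Whether a control liver is in both tables cannot be tested from counts made in different ways.

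Each treatment was compared with its own controls in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), scaled by TMM factors, and tested by the quasi-likelihood test with robust dispersions and Benjamini-Hochberg adjustment. That test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of its F statistic, so they are approximate. Lists of genes, 52 in number with 1145 genes, were tested by camera in limma 3.58.1 with a preset correlation of 0.01. They were tested again with an estimated correlation and with Fisher's exact test. With 2 livers per group, camera with the estimated correlation has few degrees of freedom and little power to call a list. Fisher's test looked only at DEGs in the direction with more called genes of the list, so the result chose the direction. The lists are hand-written and are not the KEGG sets of the paper, which are not used here. The difference between the 2 treatment effects, and fasted PBS against PBS, were tested in a fit of all 8 livers over 17381 genes. Feeding and treatment differ together between the models, and levels set across the 2 tables are confounded with the table. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Other tools were DESeq2 1.42.0, data.table 1.17.8 and fgsea 1.28.0, whose Reactome apoptosis set was matched for 150 of 157 Entrez IDs.

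The genes named are those the paper names for the sequenced livers or for the death pathways it probes. To these were added, per comparison, the 10 higher and 10 lower DEGs of largest change with a mean of at least 10 CPM and both treated livers on one side of both controls. Up to 4 called genes with the highest expression were named per list and direction, and the 10 genes of smallest p in the difference between models and in fasted PBS against PBS. Some genes within this rule are not reported here. Genes named outside it are said to be so. Groups with 0 counts were given a floor of 3 counts over the group.

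The test was tried on simulated counts with 200 changed genes, at the depths and gene-wise dispersions of each comparison. Of genes changed 4-fold, 73% were called for TAA, 92% for APAP, 61% for the difference and 63% for fasted PBS against PBS. Of genes changed 2-fold, 14%, 66%, 8% and 30% were called. Among all calls, 17.9%, 17.7%, 13.8% and 5.10% were false, above the 5% aimed at in the first 3. The adjusted p values of those simulated comparisons were too small under these dispersions, and those of the data may be. With dispersions from the trend the shares were 11%, 3.25%, 4.82% and 2.75%. Of unchanged genes, 4.93%, 5.02%, 4.70% and 4.66% had an unadjusted p under 0.05. Only 200 genes changed in the simulation, while 4348 genes were called after TAA and 8308 after APAP in the data. The shares recovered and the shares of false calls depend on that number, so they need not hold for the data. Camera on the simulated counts returned 1.3e-28 and 1.3e-68 for a list of changed genes in the TAA and APAP comparisons. For a list of unchanged genes it returned 0.0350 and 0.918, so in the TAA simulation it passed an unadjusted 0.05 where nothing had changed.

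Alternatives set beforehand were RLE factors, library totals only, DESeq2 with and without a filter, no filter, a filter at 1 CPM in 2 libraries, all 8 livers in one fit, the replicate number as a block, no fold threshold, leaving out each liver in turn, lists adjusted alone, and counts relative to Actb for genes measured by qPCR. Keeping the assembled loci and testing protein-coding genes alone were chosen after the data were seen, as were 2 lists of interferon-inducible genes. With 2 livers per group, other splits of the livers were not counted.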

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

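Of the tests in this part, the comparison of pseudogenes with protein-coding genes and the tests of assembled loci were chosen only after the result was seen. The genes and lists below drew attention because their response to TAA differed from their response to APAP in edgeR's quasi-likelihood test of the difference itself.

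Of the genes the paper names, Ddit4 had the largest excess in TAA, 4.05 on the log2 scale (standard error 0.27, adjusted p = 3.8e-04). The keratins Krt18 and Krt8 exceeded APAP by 2.41 and 1.95 (adjusted p = 9.2e-04 and 0.00176), and Nid1 by 1.82 (adjusted p = 0.00320). The response was smaller in TAA for Apoa4 (-5.06, adjusted p = 1.5e-04), Ifrd1 (-2.08, adjusted p = 0.00230) and Hmox1 (-1.87, adjusted p = 0.00464). It was also smaller for the lipid droplet gene Cidec (-3.66, adjusted p = 0.0142, and -4.29 without TAA replicate 2), Srxn1 (-1.82, adjusted p = 0.0193), Mrap (-1.56, adjusted p = 0.00920) and Serpina3m (-1.19, adjusted p = 0.0156). Tnfrsf12a had an excess of 0.78 in TAA (standard error 0.20, adjusted p = 0.0390). As scaled within each comparison, Hmox1 stood at close levels after TAA and APAP, and its level was higher in PBS than in fasted PBS livers. Ddit4 was lower in PBS than in fasted PBS livers. Differences in response can thus lie in the controls, whose levels are confounded with the table.

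Some of these calls were lost with a liver left out. Leaving out a liver also lowers the power of the test, so a lost call alone does not show that it rests on that liver. For Tnfrsf12a the adjusted p was 0.0770 without PBS replicate 1, 0.0901 and 0.103 without fasted PBS replicates 1 and 2, and 0.0951 and 0.107 without APAP replicates 1 and 2. For Serpina3m it was 0.0614, 0.0853, 0.0962, 0.0655 and 0.0657 without the same livers. For Srxn1 it was 0.0865 and 0.0890 without fasted PBS replicates 1 and 2, and 0.0635 and 0.0721 without APAP replicates 1 and 2. Cidec had 0.0595, 0.0530 and 0.0528 without fasted PBS replicate 1, fasted PBS replicate 2 and APAP replicate 1, and Mrap 0.0572 without fasted PBS replicate 2.

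Among genes of cell death, Ripk1 and Casp8 were called higher after APAP alone, with differences of -1.21 and -1.18 (adjusted p = 0.00475 and 0.00794). Parp1 and Gsdmd fell less in TAA than in APAP, with log2 fold changes of -0.06 against -1.32 for Parp1, not a called change after TAA (adjusted p = 0.771), and -0.95 against -1.87 for Gsdmd (differences 1.23 and 0.90, adjusted p = 0.0150 and 0.0448). Without fasted PBS replicate 2 the adjusted p was 0.0554 for Casp8 and 0.0532 for Parp1, without fasted PBS replicate 1 0.0589 for Parp1, and without APAP replicate 1 0.0537 for Casp8. Gsdmd had 0.0930 without PBS replicate 2, 0.0654 without TAA replicate 1, 0.127 and 0.112 without fasted PBS replicates 1 and 2, and 0.150 and 0.0851 without APAP replicates 1 and 2.

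Among the smallest p values of the difference, taken as TAA minus APAP, were those of the heme synthesis gene Alas1 (-5.06, adjusted p = 1.4e-04), the flagellin receptor Tlr5 (-5.26, 3.2e-04), Sorbs2 (2.92, 3.2e-04), Gm36251 (-3.14, 3.2e-04), Nat8f4 (-3.86, 3.2e-04), the tight junction gene Cgn (3.23, 3.8e-04) and Reps1 (-2.64, 3.8e-04), beside Apoa4 and Ddit4. In all, 1913 of 17381 genes differed. The number was 683 without fasted PBS replicate 1, 773 without fasted PBS replicate 2, 725 without APAP replicate 1 and 885 without APAP replicate 2.

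By camera, the median difference, TAA minus APAP, was 2.05 for cholesterol synthesis (adjusted p = 1.9e-24, or 0.847 with the estimated correlation), 0.74 for keratins, tubulins and the cytoskeleton (adjusted p = 2.5e-08, or 0.847 with the estimated correlation), 0.70 for p53 targets (adjusted p = 0.00174, or 0.938 with the estimated correlation). It was -3.75 for neutrophil markers (adjusted p = 2.9e-04, or 0.938), -1.22 for PPARA targets and fasting genes (adjusted p = 5.1e-08, or 0.938), -0.80 for stellate cell markers (adjusted p = 0.0167, or 0.975). It was also -0.69 for heat shock proteins (adjusted p = 0.0165, or 0.975), -0.69 for NRF2 targets (adjusted p = 0.0164, or 0.975), -0.41 for peroxisomal genes (adjusted p = 1.4e-05, or 0.975). A difference of either sign can come from a fall, since the median log2 fold changes of cholesterol synthesis genes were -0.21 after TAA and -2.46 after APAP, and those of peroxisomal genes -1.03 and -0.47. The 2 models differ in compound, feeding and table at once, so what lies behind these differences was not tested.

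The fasted PBS livers and the PBS livers, which the paper does not compare, differed in 4615 genes, 1994 higher and 2621 lower. The number was 2503 without fasted PBS replicate 1 and 2978 without fasted PBS replicate 2. Scaling to library totals alone gave 5304 genes and lowered the share of higher genes from 43.2% to 24.1%, with a median shift of -0.25. A difference in counting between the tables is a candidate explanation, since the share of genes called was 2.95 times as high among 1185 pseudogenes as among protein-coding genes, where it was 23.1%. Fasting is another, since PPARA targets and fasting genes had a median difference of 0.65, beyond the range of -0.02 to 0.33 of 10000 random lists matched on expression (camera adjusted p = 2.3e-04, or 0.606 with the estimated correlation). By the paper's methods the fast went on for 6 h after the dose and livers were taken at 24 h. The livers were thus not taken during the fast, and fasting and later feeding cannot be told apart here. Both tests met what their explanation predicts, and the part of each stays open.

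The genes of smallest p in that comparison were Gm42860 (11.17), Gm13340 (-9.95), Cmss1 (5.67), mt-Tp (-8.11), Scp2-ps2 (-4.18), Rpl12 (-3.81), Gm7298 (7.00), Gm10175 (3.99), Gm21811 (4.08) and Lrrc24 (-8.01), pseudogenes among them, whose reads may be shared with their parent genes, which was not measured. Gm13340 had -9.16 and -11.23 without fasted PBS replicates 1 and 2. Gapdh, often taken as constant and rich in pseudogenes, was 2.22 higher (adjusted p = 6.0e-04).

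Of the assembled loci, 387 were tested and 233 were higher after APAP by the DEG thresholds, with 47 lower, 310 at an unadjusted p under 0.05 and a median log2 fold change of 1.87. Of the 14794 genes tested without the loci, 2375 were higher and 2123 lower by these thresholds. A locus near silent in either group passes the filter only by its counts in the other, so the filter favours loci that differ. Whether the assembly drew on reads of the APAP livers, which would favour higher loci, was not examined. The loci name no gene, so what they transcribe is not known from these tables.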

How the results depend on the processing

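The assembled loci and the protein-coding genes alone were tests chosen only after the result was seen. Tnfrsf12a kept its call in both models under every alternative run, with log2 fold changes of 5.49 to 5.82 after TAA and 4.74 to 4.98 after APAP. No named gene that was called changed sign under the alternatives run. The balance of counts did turn with library totals only, from 1348 DEGs higher and 1603 lower after TAA to 1904 and 1191, and from 678 genes higher and 879 lower in both models to 968 and 617. Leaving out each liver in turn, with the lone liver of a group assumed to vary like the other groups, gave 100 to 1186 DEGs higher and 157 to 1595 lower after TAA. It gave 72 to 654 genes higher and 118 to 877 lower in both models, 683 to 2501 genes in the difference, 2503 to 5304 in fasted PBS against PBS, and 2 to 14 apoptosis genes higher after TAA. The low ends for TAA, for both models and for apoptosis came without PBS replicate 2 (without PBS replicate 1: 324, 432, 223, 312 and 8). Those for the difference came without fasted PBS replicate 1 (773, 725 and 885 without fasted PBS replicate 2, APAP replicate 1 and APAP replicate 2), and for fasted PBS against PBS without fasted PBS replicate 1 (2978 without fasted PBS replicate 2). Of 238 named genes called after TAA, 65 kept the call without PBS replicate 1, 37 without PBS replicate 2, 177 without TAA replicate 1 and 202 without TAA replicate 2. After APAP, 271 to 276 of 303 did. With no fold threshold there were 2031 genes higher after TAA, 4238 higher and 4070 lower after APAP, and 1293 higher and 1609 lower in both. Same-numbered livers of a treatment and its controls had deviations correlated at 0.0385 and 0.0707, which does not establish pairs. With replicate number as a block, 2917 genes were called for fasted PBS against PBS, and a crossed block was not run because no correlation was under -0.1. Protein-coding genes alone gave 3036. Camera with the estimated correlation called 0 lists in each of the 4 comparisons, and with 2 livers per group it has few degrees of freedom. At an unadjusted p under 0.05 it had 2, 6, 2 and 1 lists for TAA, APAP, the difference and fasted PBS against PBS. Fisher's exact test called 32, 33, 15 and 12. For apoptosis Fisher's test gave adjusted p = 1.4e-04 for genes higher after TAA and 0.691 for genes lower after APAP. It did not test for an excess among genes higher after APAP. Reactome's set had 15.1% of genes higher after TAA, against 27.8% of the list, and 37.0% after APAP, against 29.4%. Over single genes, called or not, 646 of 2956 comparisons with a liver left out turned a call into none. So did 62 of 553 with all 8 livers in one fit, 56 of 647 with library totals only, 36 of 647 with the replicate block, 27 of 555 with no filter, 16 of 647 with DESeq2 (20 of 555 without its filter), 8 of 638 at 1 CPM and 2 of 647 with RLE factors. Leaving out a liver also lowers the power of the tests, so calls lost that way do not by themselves show dependence on that liver. In the TAA comparison without a PBS liver, the spread between livers comes from the TAA pair alone. That pair varied more than the PBS pair, with a chi-square per degree of freedom of 152 against 95.3. Without a TAA liver the spread comes from the PBS pair, so these fits differ in more than the liver left out. Why these results moved was not tested.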

Differences from the paper's values

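Tests in this part were all set before the data were examined. The paper's values here are qPCR fold changes read by eye from Fig. 1E and F, with SD and n = 4, normalized to actin, and the other values are sequencing folds of 2 livers against 2. It is not stated whether the mice are the same. Each was tried under 13 alternatives. A value is called near the paper's when it lies within 1.5-fold of it or within the larger of the 2 SDs. Mt1 after TAA is about 24 (SD about 8) in the paper (Fig. 1E) against 14.5 here, and library totals alone, 16.7, is the one alternative near it. Ddit3 after TAA is about 1.4 (SD about 0.5) in the paper (Fig. 1E) against 5.01 here, and counts relative to Actb, 1.38, are the one alternative near it. Ddit4 after TAA is about 2.7 (SD about 0.3) in the paper (Fig. 1E) against 15.9 here, with no alternative near it. Gadd45b after TAA is about 30 (SD about 9) in the paper (Fig. 1E) against 48.8 here. It is near without PBS replicate 2 (39.5, outside the paper's own SD) and without TAA replicate 2 (37.1), and under no other alternative. Mt1 after APAP is about 4.2 (SD about 0.9) in the paper (Fig. 1F) against 24.8 here, with no alternative near it. Gadd45b after APAP is about 35 (SD about 11) in the paper (Fig. 1F) against 19.7 here, near without fasted PBS replicate 2 (34.3) and under no other alternative.

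The paper names Ddit4 among genes raised in both models, and here it had a log2 fold change of -0.09 after APAP (adjusted p = 0.644), with Ddit3, Gadd45b and Cdkn1a higher in both. The paper's qPCR fold of Ddit4 after APAP, about 1.4 (SD about 0.5) read by eye from Fig. 1F, lies near the 0.940 here by that SD, save without fasted PBS replicate 2, without fasted APAP replicate 1, or relative to Actb. The paper lists apoptosis and cytokine receptor pathways as enriched, by pathways named in its Fig. 1 and thresholds its text does not name. Camera gave apoptosis adjusted p = 0.0728 after TAA and 0.235 after APAP. Fisher's exact test gave 1.4e-04 and 0.691, the first for genes higher after TAA, which it calls, and the second for genes lower after APAP. Excess among genes higher after APAP was not tested this way, and of the settings run none calls the list after APAP, Reactome's set included (p = 0.214 by camera, not by an exact test). For cytokine receptors camera gave adjusted p = 0.0559 and 0.245, and Fisher's exact test 0.00218 and 0.0454. Both pass 0.05 by Fisher's test, but it ran only in the direction with more called genes. That choice by the result favours a call, and 0.0454 lies close to the bound. Cytokines and chemokines after APAP had 0.0726 by camera and 1.8e-04 by Fisher's exact test. MAPK and TNF signalling passed by camera in both models. With the estimated correlation, of few degrees of freedom here, adjusted p was 0.404 and 0.358 for MAPK and 0.404 and 0.358 for TNF. The paper states that TNF and interleukin 6 were raised, by qPCR and ELISA, and here Tnf had a log2 fold change of 0.50 after TAA (adjusted p = 0.553), and 2 and 4 counts against 4 and 1 after APAP, which the filter left untested. Il6 was left untested too, with 26 and 8 counts against 0 and 2 after TAA, more in both treated livers, and 0 and 1 against 0 and 0 after APAP. The paper states that TWEAK protein rose in liver lysates, and its mRNA, Tnfsf12, had -0.54 after TAA and 0.05 after APAP (adjusted p = 0.144 and 0.859). Protein was not analysed here.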

Other observations

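The lists of interferon-inducible genes, the test without PBS replicate 1 and the tally of fold changes taken relative to Actb were tests chosen only after the result was seen. Ripk1, Casp8 and Mlkl, of the pathway from death receptors to necroptosis, rose after APAP, with log2 fold changes of 0.84, 1.11 and 1.18 (adjusted p = 1.9e-04, 5.4e-05 and 0.00197 from edgeR's quasi-likelihood test), and had -0.34, -0.03 and -0.18 after TAA (adjusted p = 0.122, 0.888 and 0.784). Ripk3 had 0.56 and 1.01 (adjusted p = 0.162 and 0.124). Parp1 fell after APAP, with -1.32 (adjusted p = 1.5e-04), and had -0.06 after TAA (adjusted p = 0.771). The gasdermin gene Gsdmd fell in both, with -0.95 and -1.87 (adjusted p = 0.0208 and 3.9e-06). Its adjusted p after TAA was 0.114, 0.0811 and 0.0545 without PBS replicate 1, PBS replicate 2 or TAA replicate 2. Gsdme had 0.27 after TAA (adjusted p = 0.342) and rose after APAP, with 0.84 (adjusted p = 0.00237). Gsdma had 63 and 117 counts after APAP against 0 and 0, at least 53.8-fold higher, and 0 counts in the TAA comparison, as had Gsdmc. Pjvk had 0 and 0 counts against 2 and 0 after TAA and 0 and 0 against 1 and 0 after APAP. Tnf had 0.50 after TAA (adjusted p = 0.553) and 2 and 4 counts against 4 and 1 after APAP, and Il6 26 and 8 against 0 and 2, and 0 and 1 against 0 and 0. Il1b, Ccl2 and Cxcl2 rose in both, with 1.52, 2.51 and 5.36 after TAA (adjusted p = 0.0179, 0.0138 and 0.00395) and 2.32, 4.06 and 6.73 after APAP (adjusted p = 0.00412, 1.0e-04 and 1.7e-07). After TAA they had 0.111, 0.0441 and 0.0517 without PBS replicate 1 and 0.123, 0.0706 and 0.0615 without PBS replicate 2, and Il1b had 0.0522 after APAP without APAP replicate 2. The log2 fold change after TAA was 3.19 for Ccl2 without PBS replicate 1 and 4.68 for Cxcl2 without TAA replicate 1. After APAP it was 3.40 for Ccl2 without APAP replicate 1, 7.41 for Cxcl2 without fasted PBS replicate 1, and 1.71 and 3.26 for Il1b without fasted PBS replicates 1 and 2.

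Cyp2e1, the P450 of the pericentral zone that activates both compounds, had log2 fold changes of -2.13 after TAA and -1.29 after APAP (adjusted p = 0.0386 and 2.1e-05), with 0.136 and 0.161 after TAA without PBS replicates 1 and 2, and a log2 fold change of -3.13 without TAA replicate 2. Of 33 pericentral genes, 3 were higher and 14 lower after TAA (3 and 22 adjusted over the list alone; camera adjusted p = 1.1e-05, or 0.542 with the estimated correlation), and 2 higher and 27 lower after APAP (adjusted p = 2.0e-12, or 0.358 with the estimated correlation). Of 33 periportal genes, 3 were higher and 14 lower after TAA (4 and 14; adjusted p = 0.00238, or 0.404 with the estimated correlation), and 7 higher and 19 lower after APAP (adjusted p = 0.0116, or 0.572 with the estimated correlation). The lower pericentral and periportal genes after TAA numbered 3 and 7 without PBS replicate 1, 0 and 1 without PBS replicate 2, and 24 and 13 without TAA replicate 2. Whether the 2 zones differ was not tested.

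S100a8 and S100a9, calprotectin of neutrophils, rose after APAP with 3.67 and 4.00 (adjusted p = 0.00565 and 4.0e-06; S100a8 had 2.71 and 6.52 without fasted PBS replicates 1 and 2), and all 10 tested neutrophil markers were higher (10 adjusted over the list alone; camera adjusted p = 8.3e-07, or 0.318 with the estimated correlation). The list has 18 members, of which the filter left 8 untested after APAP. A marker near silent in fasted PBS passes it only by its counts in the APAP livers. Without a filter, 11 were higher. After TAA, Csf3r and Cxcr2 rose with 1.59 and 2.44 while Ngp and Ltf, of granule formation in immature neutrophils, fell with -4.97 and -4.60 (adjusted p = 0.0127, 0.0118, 0.00178 and 0.00232). Of 16 markers, 7 were higher and 5 lower (7 and 5), with a median of 1.07 and a mean of -0.12 (adjusted p = 0.948, or 0.981 with the estimated correlation). The higher ones numbered 2, 0 and 3 without PBS replicate 1, PBS replicate 2 and TAA replicate 1, where Csf3r had 0.0980, 0.0897 and 0.0216 and Cxcr2 0.0452, 0.0696 and 0.0236. Clec4f, of Kupffer cells, had -1.12 after TAA (adjusted p = 0.0188) and -1.76 after APAP (adjusted p = 0.111), and 0.0970 and 0.0507 without PBS replicate 2 and TAA replicate 1. Of 17 Kupffer cell markers, 2 were higher and 8 lower after TAA (2 and 10 adjusted over the list alone; adjusted p = 0.0344, or 0.436 with the estimated correlation), with 1, 0, 2 and 5 lower without PBS replicates 1 and 2 and TAA replicates 1 and 2. After APAP, 2 were higher and 4 lower (2 and 4; adjusted p = 0.257, or 0.792 with the estimated correlation), with 10 lower without fasted PBS replicate 1. Monocyte and infiltrating macrophage markers had camera adjusted p = 4.6e-05, or 0.447 with the estimated correlation, after TAA, and 0.00263, or 0.503 with the estimated correlation, after APAP, both upward. T and NK cell markers had 0.0502 and 0.991, and B cell markers 0.722 and 0.626. Whether cell types differ was not tested.

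Nnt and Saa1 differed between livers of one group, and were chosen after their values were seen. Nnt, a mitochondrial transhydrogenase that some C57BL/6J stocks lack, stood at 36.3 and 5.74 CPM in the PBS livers, 12.7 and 6.53 CPM after TAA, 124 and 93.6 CPM in fasted PBS livers and 57.7 and 61.5 CPM after APAP. The acute phase gene Saa1 stood at 2764 and 114 CPM in PBS livers and 4413 and 216 CPM after TAA. No explanation was tested for either.

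Interferon-inducible GTPases fell after TAA, 14 of 18 lower and none higher, with a median log2 fold change of -3.10 (17 lower adjusted over the list alone; camera adjusted p = 4.0e-16, or 0.244 with the estimated correlation). Left out one at a time, PBS replicates 1 and 2 and TAA replicates 1 and 2 left 10, 14, 3 and 3 lower. They were lower after APAP too, 11 of 18 with none higher and a median of -0.83 (11 adjusted over the list alone; camera adjusted p = 0.00346, or 0.217 with the estimated correlation), and 8 to 11 with any 1 liver left out. In PBS livers Tgtp1, a GTPase of a multi-copy family, stood at 617 and 61.8 CPM and Iigp1, chosen after its values were seen, at 2691 and 643 CPM, unevenly between the 2, while Gbp11 stood at 165 and 175 CPM. A single PBS liver is not the whole cause, since the GTPase median was -2.12 without PBS replicate 1. A higher interferon response in the fed PBS livers is a candidate explanation. Other interferon-inducible genes were lower in fasted PBS by a median of -1.50, outside the range of -0.12 to 0.27 of random lists. Camera gave them adjusted p = 5.2e-09 there, or 0.154 with the estimated correlation. The same PBS livers enter this difference and the fall after TAA, so a high level in them lowers both, whatever its source. The random lists were matched on expression alone, and levels across tables are confounded with the table. Such a response would bear on the fall after TAA alone, since the APAP livers have fasted controls, and it leaves their fall unexplained. Reads shared between copies were not measured. Genes outside the GTPases cannot show how reads were divided among the copies, so the test set for this does not decide it. Outside the GTPases, interferon-inducible genes had a median of -1.33 after TAA, with 16 of 24 lower (18 adjusted over the list alone). Without PBS replicate 1 the median was -0.99, short of the bound of -1 set for that test.

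Fold changes by qPCR and by sequencing could differ through Actb as the reference gene, since Actb rose with 1.85 after TAA and 0.95 after APAP (adjusted p = 0.00691 and 0.00176; 0.0512 and 0.0739 after TAA without PBS replicates 1 and 2). It was higher under every scaling tried, and its reads may be shared with pseudogenes, which was not measured. Taken relative to Actb, 3 of 14 fold changes came closer to the paper's values, 2 after TAA and 1 after APAP. They are 3 of the 6 that differ from the paper's, and those with the widest gaps, Ddit3 and Ddit4 after TAA and Mt1 after APAP, of which Ddit3 came near. The other 3 that differ and all 8 that were near moved away. A reference gene shifts every fold change of its model alike, so this argues against Actb as the cause of all the differences, and its part in the 3 widest stays open. What else separates the 2 methods stays open, and whether the same mice were measured is not stated.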
